# Transcriptomic Analysis of Grape (*Vitis vinifera* L.) Leaves after Exposure to Ultraviolet C Irradiation

**DOI:** 10.1371/journal.pone.0113772

**Published:** 2014-12-02

**Authors:** Huifen Xi, Ling Ma, Guotian Liu, Nian Wang, Junfang Wang, Lina Wang, Zhanwu Dai, Shaohua Li, Lijun Wang

## Abstract

**Background:**

Only a small amount of solar ultraviolet C (UV-C) radiation reaches the Earth's surface. This is because of the filtering effects of the stratospheric ozone layer. Artificial UV-C irradiation is used on leaves and fruits to stimulate different biological processes in plants. Grapes are a major fruit crop and are grown in many parts of the world. Research has shown that UV-C irradiation induces the biosynthesis of phenols in grape leaves. However, few studies have analyzed the overall changes in gene expression in grape leaves exposed to UV-C.

**Methodology/Principal Findings:**

In the present study, transcriptional responses were investigated in grape (*Vitis vinifera* L.) leaves before and after exposure to UV-C irradiation (6 W·m^−2^ for 10 min) using an Affymetrix *Vitis vinifera* (Grape) Genome Array (15,700 transcripts). A total of 5274 differentially expressed probe sets were defined, including 3564 (67.58%) probe sets that appeared at both 6 and 12 h after exposure to UV-C irradiation but not before exposure. A total of 468 (8.87%) probe sets and 1242 (23.55%) probe sets were specifically expressed at these times. The probe sets were associated with a large number of important traits and biological pathways, including cell rescue (i.e., antioxidant enzymes), protein fate (i.e., HSPs), primary and secondary metabolism, and transcription factors. Interestingly, some of the genes involved in secondary metabolism, such as stilbene synthase, responded intensely to irradiation. Some of the MYB and WRKY family transcription factors, such as VvMYBPA1, VvMYB14, VvMYB4, WRKY57-like, and WRKY 65, were also strongly up-regulated (about 100 to 200 fold).

**Conclusions:**

UV-C irridiation has an important role in some biology processes, especially cell rescue, protein fate, secondary metabolism, and regulation of transcription.These results opened up ways of exploring the molecular mechanisms underlying the effects of UV-C irradiation on grape leaves and have great implications for further studies.

## Introduction

In nature, solar radiation comprises electromagnetic radiation of different wavelengths and broadly classified as ultraviolet radiation (UV≈200–400 nm), photosynthetically active radiation (PAR≈400–700 nm), and far red radiation (FR≈700–780 nm). Approximately 7–9% of all solar radiation that reaches the Earth's surface is in the UV range. UV radiation is broadly classified based on wavelength as UV-A radiation (320–400 nm), which cannot be absorbed by the stratospheric ozone layer and is fully transmitted to the Earth's surface. UV-B radiation (280–320 nm), which is filtered through the ozone layer and, therefore makes up only a small amount of the radiation that reaches the Earth's surface; and UV-C radiation (200–280 nm), which is the most hazardous range of UV light, but it is physiologically insignificant because these wavelengths are almost completely absorbed by the atmosphere [1]–[3]. It is therefore important to study the effects of UV radiation on plants in detail. The current knowledge regarding the ecophysiological impact of UV radiation on plants has come largely from field experiments involving natural and artifical UV radiation [4]–[5]. UV-B and UV-C may penetrate plant tissues, damage proteins and membranes, and block replication and transcription of DNA, but UV-A has not been found to have any deleterious effect [5]–[7].

Although more studies have focused on UV-B and UV-A than on UV-C, some recent studies have reported that artificial UV-C has many regulatory effects on plant morphology, physiology, and biochemistry [8]–[13]. UV-C irradiation has been shown to increase the accumulation of flavonoids, triterpene, and resveratrol compounds in lettuce, *Quillaja brasiliensis*, and peanut leaves [14]–[15]. It also led to a decrease in pea fresh weight and in the concentration of leaf pigments and free proline in pea plants. This was accompanied by an increase in malondialdehyde [16]. UV-C radiation decreased soluble carbohydrates, reducing sugar, chlorophyll, and proline concentrations and increasing the concentrations of UV-absorbing pigments, soluble proteins, and glucosinolate in canola leaves (*Brassica napus* L.) [17]. It increased jasmonate and polyamine concentrations in leaves of apple seedlings and scoparone content in citrus leaves [10], [18]. The production of these compounds is associated with other inducible defenses, such as cell wall modification, defense enzymes, and antioxidant activity. Pre-storage treatment of table grapes, tomatoes, mangoes, and citrus fruit with low doses of UV-C can reduce postharvest decay [19]–[21]. UV-C was found to promote the expression of an array of genes [8]–[11], [22].

Because they are one of the world's most important commercial crops, grapevines are cultivated worldwide. They are used as raw materials of many consumer products such as juices, liquors, and wines [23]. UV-C exposure has been shown to efficiently induce the biosynthesis of resvertrol and its derivates in grapevine organs, including leaves and berries [24]–[27]. It is here speculated that a large of change in gene expression and metabolism should appear in grape leaves exposed to UV-C irradiation, based on results reported in these plants. However, none of these studies have analyzed the overall changes in gene expression or metabolism induced by UV-C in grape leaves and berries. DNA microarrays permit an overall view of gene expression involved in response to a particular stimulus in a rapid, efficient, and cost-effective manner [28]–[30]. Here, we focus on changes in gene expression of grape leaves in response to UV-C irradiation with Affymetrix *Vitis vinifera* (Grape) Genome Array, in order to understand the molecular basis of the response of grapevines to UV-C irradiation.

## Materials and Methods

### Plant materials and treatments

Vines of *V. vinifera* ‘Hongbaladuo’ were used in these experiments. They were grown in the vineyard at the Institute of Botany, Chinese Academy of Sciences, Beijing. According to the method described by Wang et al., healthy, mature (30-day old) leaves of similar size were detached from the shoot at 08:00–09:00 a.m. [27]. Leaf petioles were immediately inserted into the water in a bucket, and were then rapidly transferred from water buckets to triangular flasks containing ddH_2_O. All leaves were incubated in the dark at 25°C for half an hour. Then the leaf abaxial surfaces were exposed for 10 min to 6 W·m^−2^ UV-C irradiation provided by a UV-C lamp (Model ZW30S26W, Beijing Lighting Research Institute, China). The leaves were kept in the flasks until sampling. Samples were collected at 0, 6, and 12 h after the initiation of treatments. Each treatment was performed three times, and each replication consisted of six leaves. After sampling, the leaves were ground into powder in liquid nitrogen and stored at −80°C until analysis.

### RNA extraction, amplification, labeling, and hybridization

Total RNA was extracted from grape leaves using Trizol reagent (Invitrogen, Carlsbad, CA, U.S.) according to the manufacturer's instructions and digested with DNase I at 37°C for 15 min to remove any contaminating DNA. The RNA was cleaned with an RNeasy Kit (Qiagen, Hilden, Germany). RNA quantity and quality were determined using spectrophotometry and 1% formaldehyde denaturing gel electrophoresis. Samples with bright bands of ribosomal 28S to 18S RNA in a ratio >1.5∶1 were used for microarray analysis [28]–[30]. An Affymetrix Gene-Chip *V. vinifera* (Grape) Genome Array, which contains 15,700 probe sets covering 14,000 *V. vinifera* transcripts and 1,700 transcripts from other *Vitis* species, was used for microarray analysis. Hybridization, data capture, and analysis were performed by CapitalBio Corporation (Beijing, China), a service provider authorized by Affymetrix Inc. (Santa Clara, CA, U.S.). Briefly, 200 ng of total RNA was used for cDNA synthesis. This produced biotin-tagged cRNA with a MessageAmp^™^ Premier RNA Amplification Kit (Ambion). A 10 µg fragmented cRNA with control was hybridized to each GeneChip array at 45°C for 16 h (Affymetrix Gene Chip Hybridization Oven 640) according to the manufacturer's instructions. After hybridization, the GeneChip arrays were washed and stained with streptavidin phycoerythrinonan (SAPE) with an Affymetrix Fluidics Station 450 followed by scanning with an Affymetrix GeneChip Scanner 3000 7G. Microarray data processing produced microarray image files (CEL).

### Statistical analysis

The signal intensities of each feature were background adjusted and normalized via the quantile normalization performed by Robust Multichip Analysis (RMA) [31]. For defining differentially expressed (DE) probe sets, two group comparisons were performed for all probe sets between 0 and 6 h and between 0 and 12 h were performed via significance analysis of microarrays (SAM 2.10) [32]. Two filtering criteria were used: (1) *P*-value <0.05; (2) Fold change 12 h/0 h (6 h/0 h) ≧2 or ≤0.5. The lower confidence bound (LCB) of the 95% confidence interval of the fold changes was used [33]. The reliability of the comparison criteria was assessed by checking the false discovery rate (FDR) when permuting samples 1000 times. Probe sets that satisfied the criteria given above were chosen for further analysis. The DE prob sets were clustered with Gene Cluster 3.0. After log_2_ transformation, hierarchical clustering was performed on genes and arrays. Gene annotation and determination of functional categories were performed using data at PLEXdb (http://www.plexdb.org/) and based upon the findings reported by Deluc et al. [34].

### Validation of microarray data with real-time quantitative PCR (qRT-PCR)

Total RNA extraction was the same as that used for microarray analysis, as described above. The total RNA was treated with DNase I (Promega) to avoid DNA contamination. One microgram of RNA was reverse transcribed using the Superscript II reverse transcriptase (Invitrogen) with an oligo(dT)15 primer according to the manufacturer's instructions (Tiangen Biotech, Beijing, China). qRT-PCR experiments were conducted using Real Master Mix (SYBR Green) (Tiangen Biotech, Beijing, China). Reactions were carried out on a Step One Plus Real-Time PCR system (Life Technologies Corporation). The following standard thermal profile was used for all PCR experiments: 94°C for 5 min; 40 cycles of 95°C for 15 s, and 60°C for 60 s. Fluorescence signals were captured at the end of each cycle, and the melting curve analysis was performed from 68°C to 95°C to confirm the specificity of the PCR reaction. Probe set-specific primers were designed using Primer 5 software (Additional file S1). The amplification curves were analyzed with Biogazelle qbase^+^ software and the amplification efficiency of the primers was 90–110%. The data from the microarrays showed the actin gene (XM_002282480.2, 1606368_s_at) to be expressed stably in response to UV-C, the actin gene was used as the internal control to normalize all the qRT-PCR data. 

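Actin 1 (ACT1), a protein of the cytoskeleton, had a mean signal of 7576 ± 213 (SD) on the 3 control arrays, 6792 ± 367 at 6 h and 7067 ± 38.5 at 12 h. Its log2 change was −0.16 ± 0.09 (standard error) at 6 h and −0.10 ± 0.09 at 12 h, and it passed the test at neither time (adjusted p = 0.152 and 0.347 from limma, n = 3 arrays per group). Glyceraldehyde-3-phosphate dehydrogenase (LOC100264789), an enzyme of glycolysis, rose 19.5-fold (log2 4.28 ± 0.20) at 6 h and 54.8-fold (log2 5.78 ± 0.20) at 12 h, and the tubulin alpha-6 chain (LOC100262687) rose 2.28-fold and 17.8-fold. Tubulin beta 8 (LOC100244399) fell 8.23-fold (log2 −3.04 ± 0.15) and 9.53-fold. Of 68 probe sets annotated as actins, tubulins, glyceraldehyde-3-phosphate dehydrogenases, ubiquitin-conjugating enzymes or elongation factor 1-alpha, 9 rose and 11 fell at 6 h, and 14 rose and 15 fell at 12 h, with equal counts when adjusted over the list alone. As a group they passed at neither time (adjusted p = 0.598 and 0.936 from camera).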

Analyses of qRT-PCR data was performed using the classic (1+E)^−ΔΔCT^ method (C_T_ is the threshold cycles of one gene, E is the amplification efficiency). ΔC_T_ is equal to the difference in threshold cycles for target (X) and reference (R) (C_T_,_X_–C_T,R_), while the ΔΔC_T_ is equal to the difference of ΔC_T_ for control (C, 0 h) and treatment (T, 6 or 12 h) (ΔC_T,T_–ΔC_T,C_). The amplification system (e.g., primer and template concentrations) was optimized, and the efficiency was close to 1. The amount of target, normalized to an endogenous reference and relative to a calibrator, was determined as follows: Amount of target  = 2^−ΔΔCT^.

### Gene ontology (GO) enrichment analysis of DE probe sets

The GO enrichement analysis of DE probe sets was performed with an online AgriGo tool (http://bioinfo.cau.edu.cn/agriGO) [35]. Specifically, the ‘Parametric Analysis of Gene Set Enrichment (PAGE)’ tool was used for analysis, and ‘vitis vinifera’ was entered as the species. A FDR multi-test adjustment was performed and the *P*-value <0.01. The other relative parameters were set as default.

## Results

### Expression and validation of differentially expressed probe sets (DE probe sets)

An Affymetrix *V. vinifera* Genome Array with 15,700 probe sets was used evaluate the transcriptomic changes in grape leaves in response to UV-C. The array data were averaged for three biological replicates and filtered as described in the Materials and methods section. We investigated the transcriptomic change in grape leaves at 6 and 12 h after the initiation of UV-C treatment, and compared it with control (i.e., before UV-C treatment, at 0 h after the initiation of UV-C treatment). 

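Each group held 3 arrays and each array came from 1 replicate of 6 leaves. The 9 arrays were compared on the log2 scale of the RMA signal in 1 limma model for 16436 probe sets, and a probe set is called up-regulated or down-regulated at an adjusted p under 0.05 with a change of at least 2-fold. Values after ± are standard errors of the log2 change between groups of 3 arrays. In simulated groups with the spread of these arrays, 46 of 50 probe sets changed 2.5-fold were called at either time. Of those changed 1.5-fold, which is below the 2-fold threshold, 0 of 50 (6 h) and 2 of 50 (12 h) were called. There were 2 and 3 calls among unchanged probe sets. These numbers do not carry over to the data, where far more probe sets were called. No leaves without UV-C treatment were sampled at 6 or 12 h, so every difference from the control covers the UV-C treatment together with the time since the start of the experiment.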

A hierarchical clustering was prepared to represent the transcripts of all the DE probe sets at 3 replicates to compare the UV-C responsive transcriptomes (Figure 1). These results indicated that UV-C led to an intense change in the transcriptome. However, only slight differences were observed between 6 and 12 h after exposure to UV-C irradiation. 

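A dirigent-like disease resistance-responsive protein, of a family that guides the coupling of phenols, rose 273-fold (log2 8.09 ± 0.32) at 6 h and 357-fold (log2 8.48 ± 0.32) at 12 h. A SAUR-like auxin-responsive protein (LOC100257133) fell 143-fold (log2 −7.16 ± 0.20) and 146-fold (log2 −7.19 ± 0.20). A pectin lyase-like protein (LOC100263206), of a family of cell wall enzymes, fell 55.5-fold (log2 −5.80 ± 0.24) and 64.5-fold. Across all probe sets, the median correlation between arrays was 0.897 for control with 6 h and 0.858 for control with 12 h, against 0.991 within the control, 0.993 within 6 h and 0.994 within 12 h. Across the probe sets called at either time, which were chosen for their difference from the control, it was 0.597 and 0.458, against 0.980 within the control. Each of the 9 arrays clustered with its own group in a hierarchical clustering of the called probe sets, and likewise with all probe sets. These correlations are across probe sets, which are not independent replicates. From the clustering, the paper concludes that UV-C changed the transcriptome intensely.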

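Germin-like protein 7 (GER7), a secreted cupin protein, was 126-fold (log2 6.97 ± 0.25) higher at 12 h than at 6 h. A Kunitz family trypsin inhibitor (LOC100255885) was 28.2-fold (log2 4.82 ± 0.51) higher, and a beta-xylosidase 2 (LOC100249978) 13.0-fold (log2 3.70 ± 0.21). A lipid transfer protein (LOC100233106) was 20.1-fold (log2 −4.33 ± 0.33) lower, a beta-amylase 1, which breaks down starch, 15.2-fold (log2 −3.93 ± 0.35), and a probe set titled high cyclic electron flow 1 14.7-fold (log2 −3.88 ± 0.49). In all, 384 probe sets were higher and 746 lower at 12 h than at 6 h (limma). Arrays at 6 h and 12 h correlated with a median of 0.976 over all probe sets and 0.932 over those called at either time. The log2 changes at 6 h and 12 h correlated at 0.929 across probe sets. Because both share the 3 control arrays, simulated unchanged groups gave 0.499 on average and at most 0.547 in 100 draws.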

According to the filtering criteria, a total of 5274 (about 33.59% of total probe sets) were defined to be DE probe sets at 6 or 12 h after UV-C treatment. These included 3564 probe sets that appeared at both 6 and 12 h after UV-C treatment, which represented 67.59% of the total DE probe sets. 

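A protein of the cupin superfamily (LOC100262082) rose 136-fold (log2 7.09 ± 0.21) at 6 h and 117-fold at 12 h, and a serine hydrolase-like protein (BIG8.1) 21.8-fold (log2 4.44 ± 0.10) and 268-fold. Expansin probe sets, which stand for proteins that loosen cell walls, fell 37.8-fold (log2 −5.24 ± 0.25, LOC100244917), 32.2-fold (LOC100261426) and 30.4-fold (LOC100244103) at 6 h. An aquaporin (LOC100263698), a water channel, fell 37.5-fold and 85.7-fold. In all, 1956 probe sets rose and 2411 fell at 6 h, and 2410 rose and 2881 fell at 12 h. Together, 5831 probe sets changed at 6 or 12 h (35.5% of those tested).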

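A B-box type zinc finger protein (LOC100264676), of a family of light-signalling regulators, fell 31.9-fold at 6 h and 47.0-fold (log2 −5.55 ± 0.17) at 12 h. An omega-6 fatty acid desaturase (LOC100258789) fell 19.3-fold (log2 −4.27 ± 0.16) and 65.5-fold, and a SAUR-like protein (LOC100252008) 72.0-fold and 73.9-fold. Germin 3 (LOC100259980) rose 45.8-fold (log2 5.52 ± 0.26) and 359-fold. Of the called probe sets, 3827 were called at both times (65.6%). Lists of these sizes drawn independently would share 287 up-regulated and 423 down-regulated probe sets, but the lists share their control arrays and so are not independent.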

Among DE probe sets, 468 probe sets (8.88%) and 1242 probe sets (23.55%) were differentially expressed specifically at 6 and 12 h respectively (Figure 2). Among the total 5274 DE probe sets, 1576 showed an up-regulated trend and 1985 showed a down-regulated trend at both 6 and 12 h post-exposure to UV-C irradiation, and 3 showed the opposite trends at both points in time. Furthermore, 235 probe sets were uniquely up-regulated at 6 h after UV-C treatment and 233 were down-regulated. 

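Genes up-regulated at both times included an alternative oxidase 1B (LOC100252878), which carries electrons past part of the respiratory chain, at 64.5-fold (log2 6.01 ± 0.14) at 6 h and 108-fold at 12 h. Genes down-regulated at both times included photosystem I subunit D-2 (LOC100242600) at 26.6-fold (log2 −4.73 ± 0.22) and 45.9-fold. In total, 1674 probe sets rose at both times and 2151 fell at both. Another 2, LOC100254717, without a gene name, and LOC100255006, weakly similar to a serine carboxypeptidase, were singled out after the values were seen. They rose at 6 h (log2 1.43 ± 0.23 and 1.41 ± 0.47) and fell at 12 h (log2 −1.85 ± 0.23 and −1.36 ± 0.47). The balance of the directions depends on the scaling: 44.8% of the calls at 6 h and 45.5% at 12 h were rises, 52.0% and 51.7% after centring each array on its median, and 36.6% and 39.2% after centring on the hybridization controls. These scalings moved the median log2 change of all probe sets by 0.13 and −0.16 at 6 h, and by 0.14 and −0.14 at 12 h.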

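A dehydrin (LOC100232959), a protein of cells short of water, rose 6.46-fold (log2 2.69 ± 0.44) at 6 h, had a value of 0.790-fold against the control at 12 h, and was 8.18-fold lower at 12 h than at 6 h. A histone H3.2 (LOC100258920) fell 3.00-fold (log2 −1.59 ± 0.19) at 6 h, stood at 0.796-fold at 12 h, and was 2.39-fold higher then than at 6 h. Of 280 probe sets called up-regulated at 6 h and not at 12 h, 65 were called lower at 12 h than at 6 h in the test between the times. Of 260 called down-regulated at 6 h and not at 12 h, 26 were called higher at 12 h than at 6 h. At 12 h, 248 and 251 of them had a change in the direction of 6 h, with medians of 0.69 and −0.78 log2, against 1.24 and −1.15 at 6 h. Because both changes share the control arrays, part of this agreement is built in. Simulated unchanged groups gave 1 sign at both times for 66.7% of all probe sets on average.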

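A beta-galactosidase (LOC100259328), which trims sugars of the cell wall, had a value of 0.834-fold at 6 h, rose 9.70-fold (log2 3.28 ± 0.22) at 12 h, and was 11.6-fold higher at 12 h than at 6 h. A general regulatory factor 9 (LOC100244643), a 14-3-3 protein, had 0.968-fold at 6 h, fell 11.5-fold (log2 −3.52 ± 0.43) at 12 h, and was 11.1-fold lower then than at 6 h. Probe sets called at 12 h and not at 6 h comprised 736 that rose and 728 that fell. The test between the times called 158 and 205 of them in that direction. At 6 h, 694 and 697 had a change of that sign, with medians of 0.64 and −0.75 log2. The same control arrays enter both changes, so this agreement is partly built in here too.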

There were 587 probe sets that were uniquely up-regulated 12 h after UV-C treatment, and 655 probe sets were down-regulated.

**Figure 1:**
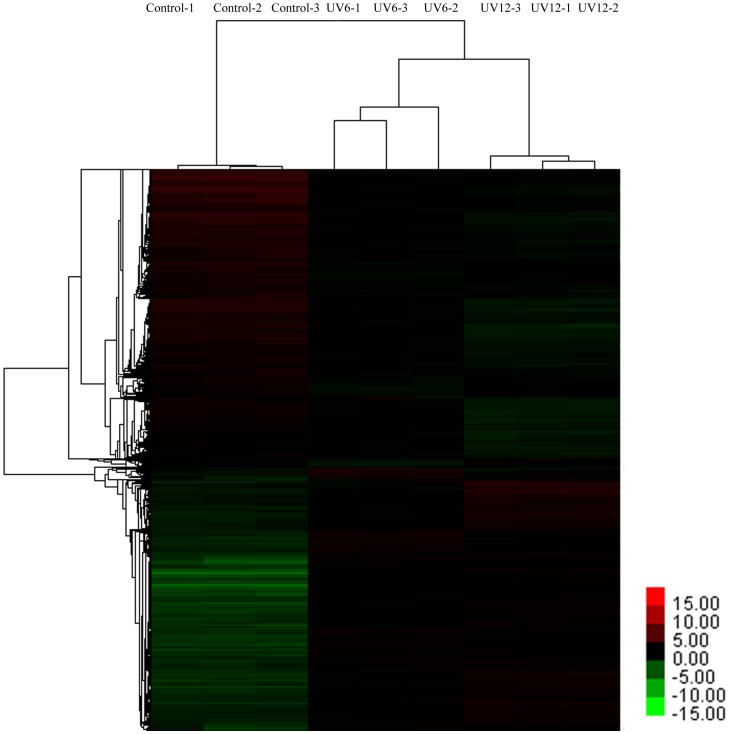
Average linkage hierarchical clustering analysis of the log_2_ signal values of the 5274 DE probe sets after UV-C. Control-1, control-2, and control-3 are three replications before UV-C treatment; UV6-1, UV6-2, and UV6-3 are three replications 6 h after UV-C treatment; UV12-1, UV12-2, and UV12-3 are three replications 12 h after UV-C treatment.

**Figure 2:**
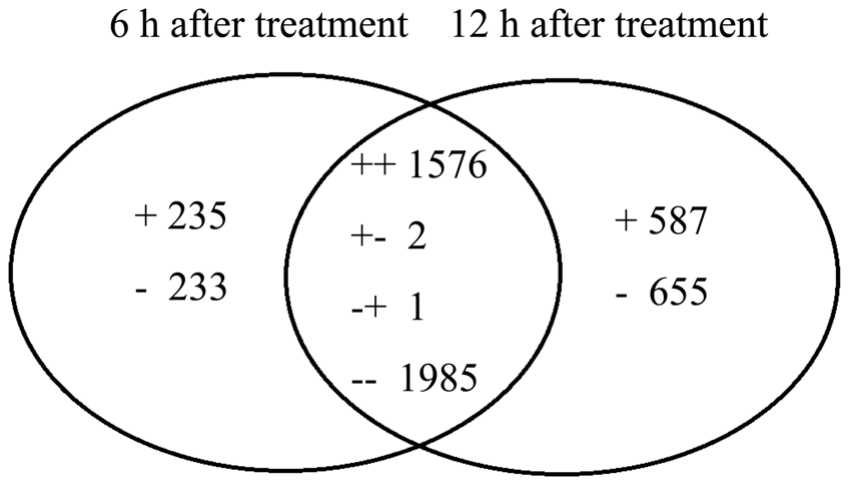
Venn diagram of differentially expressed transcripts (both identified and unknown) that were up- and down-regulated 6 and 12 h after UV-C treatment. The symbols “+” and “−” indicate up- and down-regulated transcripts. A total of 5274 transcripts were significantly (*P*<0.05) affected by UV-C treatment. There were 235 unique up-regulated transcripts 6 h after UV-C treatment; 587 unique up-regulated transcripts 12 h after UV-C treatment; 233 unique down-regulated transcripts 6 h after UV-C treatment; 655 unique down-regulated transcripts 12 h after UV-C treatment; 1576 transcripts were up-regulated both 6 and 12 h after UV-C treatment; 1985 transcripts were down-regulated both 6 and 12 h after UV-C treatment; 2 transcripts were up-regulated 6 h after UV-C treatment but down-regulated 12 h after UV-C treatment; 1 was down-regulated 6 h after UV-C treatment but up-regulated 12 h after UV-C treatment.

In order to further confirm the results obtained from the microarray analyses, qRT-PCR assays were conducted on 25 probe sets sequences using specific primers (Additional file S1). 

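On the arrays, the 25 probe sets chosen for qRT-PCR were all called at both times. Nitrilase 4 (LOC100243086), an enzyme that breaks down nitriles, rose 14.8-fold (log2 3.89 ± 0.16) at 6 h and 18.4-fold (log2 4.20 ± 0.16) at 12 h, and NAC domain containing protein 42 (LOC100259242), a transcription factor, 20.5-fold and 37.0-fold. Phospholipase C 2 (LOC100241574), a signalling enzyme, fell 3.60-fold (log2 −1.85 ± 0.14) and 4.37-fold (log2 −2.13 ± 0.14), and an ABC-2 type transporter (LOC100240995) 5.83-fold (log2 −2.54 ± 0.20) and 11.4-fold. At each time, 20 of the 25 rose and 5 fell, from −3.80 to 7.69 log2 at 6 h and from −4.40 to 8.04 at 12 h. The qRT-PCR values were not analysed here.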

The qRT-PCR profiles were analyzed using three biological replicates. Linear regression analyses displayed highly significant correlations (r^2^ = 0.951 for 6 h, and r^2^ = 0.933 for 12 h) between qRT-PCR and microarray results for the 25 evaluated probe sets (Additional file S2), confirming the validity of the microarray results.

### Functional analysis of probe sets responsive to UV-C irradiation

The results of AgriGO enrichment analysis showed 5274 DE probe sets to be enriched in 8 biological processes (Table 1). In general, the up-regulated DE-probe sets were found to be involved in amino acid and derivative metabolic and secondary metabolic processes and response to stimulus. 

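Of the 15 annotated probe sets under response to stress, 8 rose and 1 fell at 6 h, with a median of 2.69 log2. Under defense response, a term of 13 annotated probe sets, 12 rose and 1 fell, with a median of 7.51. Each term holds the same 7 stilbene synthase probe sets, so these results overlap with those of the stilbene synthases. Of the other 8 under response to stress 1 rose and 1 fell, with a median of −0.19 log2, and of the other 6 under defense response 5 rose and 1 fell, with 2.57. The PAGE Z value of the probe sets called at either time was 8.86 at 6 h and 7.58 at 12 h for response to stress (10 probe sets), and 1.08 and 1.17 for response to biotic stimulus (3 probe sets). In camera over all annotated probe sets, adjusted over 30 terms, response to stress had adjusted p = 0.00513 and defense response adjusted p = 2.51e-06 at 6 h. At 12 h defense response passed (adjusted p = 1.11e-05) and response to stress did not (adjusted p = 0.112). With an estimated correlation neither term passed, with adjusted p = 0.832 and 0.808 at 6 h and 0.633 and 0.610 at 12 h. The annotation used here holds a biological process for 666 probe sets. The other terms of Table 1 were not analysed here.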

The down-regulated DE-probe sets were enriched in photosynthetic processes. 

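Genes of photosynthesis were lower at both times. Chlorophyll a/b-binding proteins, which collect light for the photosystems, fell 6.11-fold (log2 −2.61 ± 0.19) and 3.78-fold (log2 −1.92 ± 0.20) at 6 h (2 probe sets of LHCA1), and 39.0-fold and 24.7-fold at 12 h. A light-harvesting chlorophyll-protein (LOC100250504) fell 6.29-fold and 34.5-fold. Of the 45 probe sets for photosystems and light harvesting, 19 fell and 0 rose at 6 h (adjusted p = 0.00138 from camera, and over the alternatives from 3.93e-04 up to adjusted p = 0.589 with an estimated correlation). At 12 h 34 fell and 1 rose, a probe set (LOC100268005, 3.60-fold) that the annotation titles an oxygen-evolving enhancer protein and the paper an aspartate aminotransferase (adjusted p = 4.76e-09 from camera, and over the alternatives from 1.59e-09 up to adjusted p = 0.390 with an estimated correlation). The counts were equal when adjusted over the list alone, and medians were −0.72 and −2.19 log2. Of 27 annotated probe sets under the GO term photosynthesis, 12 fell at 6 h and 24 at 12 h, and none rose. The 24 called at either time gave PAGE Z values of −2.91 at 6 h and −5.35 at 12 h. No list passed at an adjusted p under 0.05 with an estimated correlation at any comparison, so each call of a list rests on the preset correlation of 0.01.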

To further determine the pattern of regulation of UV-C response-related probe sets, the probe sets were annotated in PLEXdb (http://www.plexdb.org) and Munich Information Center for Protein (MIPS) sequences, and classified based on MIPS. A total of 2990 probe sets (about 56.70% of total DE probe sets) were functionally annotated and analyzed further. An additional 1002 probe sets (about 19% of total DE probe sets) matched genes with unknown functions or had unclear classifications (unclassified), and 1266 (about 24% of total DE probe sets) probe sets did not have any BLAST hits in public, non-redundant databases. Expression patterns and functional categories of the 2990 annotated probe sets are shown in Additional files S3–S6 and Table 2, respectively. 

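The called probe sets came from many kinds of genes. An asparagine synthase 1 probe set (LOC100241610), of nitrogen storage in starved or darkened leaves, rose 12.2-fold (log2 3.61 ± 0.91) at 6 h and 55.2-fold at 12 h. Cyclin D1 (LOC100255261), which drives cell division, fell 10.4-fold (log2 −3.38 ± 0.12) and 13.2-fold, and CONSTANS-like 2 (LOC100248114), of the response to light, 11.0-fold (log2 −3.46 ± 0.16) and 16.9-fold. A lipoxygenase (LOXO), of jasmonate synthesis, rose 18.8-fold (log2 4.24 ± 0.45) and 14.1-fold. Of 43 lists drawn from the annotation, 10 passed at 6 h, 16 at 12 h and 11 between 6 and 12 h (camera, adjusted over the 43 lists of each comparison).

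**Figure D1:**
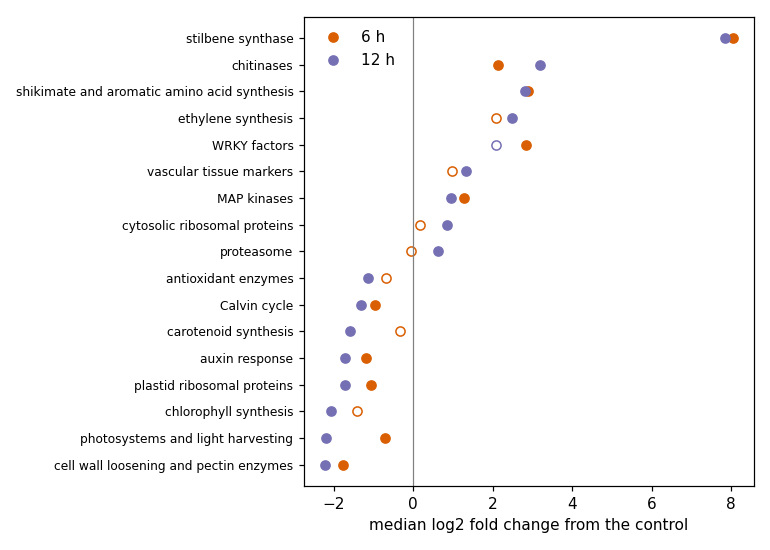
Median log2 change from the control (horizontal axis) of each list that passed at 6 or 12 h, with filled points for the time at which it passed and open points for the other time. The stilbene synthases lie far above all other lists, and the lists below 0 at both times hold genes of photosynthesis, plastids, cell walls, auxin and antioxidants. The proteasome lies just below 0 at 6 h (−0.05) and above 0 at 12 h.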

Common probe sets were compared and the probe sets that were specifically expressed at 6 or 12 h after exposure to UV-C irradiation were analyzed based on functional classification.

**Table 1:** Functional enrichment analysis of DE probe sets.

GO Term	Onto	Number	Description	Z-score	
				6 h	12 h
GO:0006519	P	320	Cellular amino acid and derivative metabolic process	6.8	7.4
GO:0006950	P	290	Response to stress	6.6	6.3
GO:0009607	P	73	Response to biotic stimulus	5	4.7
GO:0019748	P	126	Secondary metabolic process	4.7	4.3
GO:0050896	P	472	Response to stimulus	4.7	4.8
GO:0051704	P	64	Multi-organism process	4.3	4.3
GO:0009056	P	212	Catabolic process	4.3	4.9
GO:0015979	P	81	Photosynthesis	−4.4	−7.5

Z-score is the statistical value in PAGE calculation. P represents biological processes. The positive.

values of Z-score indicate the corresponding biology process is up-regulated; The negative.

values of Z-score indicate the corresponding biology process is dowm-regulated.

**Table 2:** Functional categories of probe sets and expression pattern.

	Commonly regulated at 6 and 12 h		Uniquely regulated at 6 h		Uniquely regulated at 12 h	
	up	down	up	down	up	down
Metabolism	206	262	19	25	70	90
Energy	26	71	1	4	14	47
Storage protein	3	1	1	0	0	0
Cell cyecle and DNA processing	8	29	0	8	12	4
Transcription	90	125	24	12	21	33
Protein synthesis	20	59	1	2	92	15
Protein fate	110	109	12	16	46	50
Protein with binding function	32	35	2	2	13	18
Protein activity regulation	7	0	0	0	1	0
Transport regulation	126	122	21	18	41	38
Signal transduction	99	76	19	5	28	23
Cell rescue	105	70	9	11	6	30
Interaction with cellular environment	4	3	0	0	0	0
Plant/fungal specific systemic Sensing and response	42	66	4	4	6	18
Transposable elements	3	5	0	1	0	0
Cell fate	10	18	1	0	0	2
Development	3	4	1	1	4	3
Biogenesis of cellular component	17	47	7	4	7	9
Total	911	1102	122	113	361	380

### Common responsive probe sets 6 and 12 h post-exposure to UV-C irradiation

There were 911 annotated probe sets that were up-regulated at both 6 and 12 h after exposure to UV-C treatment compared with pre-exposure. They were divided into groups according to their putative involvement in different cellular events (Additional file S3). Of these, 206 (22.61%) were involved in metabolism, which contained the most probe sets. Among these probe sets, 41 were assigned to lower categories of secondary metabolism, including 13 probe sets representing stilbene synthase (up-regulated 8–700-fold). 

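Among the metabolic genes of Additional file S3 that rose were those for the precursors of phenylalanine. A 3-deoxy-D-arabino-heptulosonate-7-phosphate synthase (LOC100258475), the entry to the shikimate pathway, rose 18.8-fold (log2 4.23 ± 0.36) at 6 h and 17.8-fold (log2 4.16 ± 0.36) at 12 h. Arogenate dehydratase 6 (LOC100267022), which makes phenylalanine, rose 13.9-fold (log2 3.79 ± 0.25) and 11.6-fold, and dehydroquinate dehydratase (LOC100243536) 7.68-fold (log2 2.94 ± 0.13) and 44.7-fold. In the list of shikimate and aromatic amino acid synthesis, 12 of 16 probe sets rose and 2, both named shikimate kinase like 1, fell, at each time and also when adjusted over the list alone. The list passed at 6 h (adjusted p = 0.00277 from camera, and over the alternatives from 0.00120 up to adjusted p = 0.589 with an estimated correlation) and at 12 h (adjusted p = 0.00660 from camera, and over the alternatives from 0.00290 up to adjusted p = 0.477 with an estimated correlation). Of the 206 probe sets that the paper places under metabolism, 206 were called up-regulated at both times, a list chosen on these samples and so not independent evidence.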

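All 12 probe sets annotated as stilbene or resveratrol synthases, the enzymes that make resveratrol, rose at both times, over all probe sets and when adjusted over the list alone. Stilbene synthase 1 (LOC100253166) rose 539-fold (log2 9.07 ± 0.09) at 6 h and 754-fold (log2 9.56 ± 0.09) at 12 h, and stilbene synthase 2 (STS) 371-fold (log2 8.54 ± 0.20) and 387-fold (log2 8.60 ± 0.20). Resveratrol synthase rose 7.55-fold (log2 2.92 ± 0.27) and 27.5-fold, and was the 1 member also called between 6 and 12 h (3.64-fold, log2 1.87 ± 0.27). The median change was 8.05 log2 at 6 h (adjusted p = 2.12e-09 from camera, and over the alternatives from 2.62e-11 up to adjusted p = 0.0785 with an estimated correlation) and 7.85 at 12 h (adjusted p = 4.24e-08 from camera, and over the alternatives from 4.58e-09 up to adjusted p = 0.131 with an estimated correlation). All 12 probe sets also stand in Table 4, which was drawn from these samples.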

There were 126, 110, and 105 probe sets involved in transport regulation, protein fate, and cell rescue, respectively. Of these, 99 were related to signal transduction. These included serine/threonine kinase, leucine-like receptor kinase, chitin elicitor receptor kinase, N-acetyl-1-glutamate kinase, mitogen-activated protein kinase, MAP kinase, and MAPK kinase. 

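Thaumatin (LOC100263272), a pathogenesis-related protein, rose 74.2-fold (log2 6.21 ± 0.21) at 6 h and 108-fold at 12 h, and a thaumatin-like protein (TL3) 37.7-fold (log2 5.24 ± 0.43) and 58.1-fold. A glutathione S-transferase (GST1), of the enzymes that tag foreign compounds, rose 40.6-fold (log2 5.35 ± 0.34) and 55.9-fold, and a sugar transporter (LOC100263109) 7.51-fold (log2 2.91 ± 0.19) and 15.5-fold. Of the paper's probe sets, 123 of 126 for transport regulation, 109 of 110 for protein fate and 100 of 105 for cell rescue were called up-regulated at both times. These lists were chosen on these samples. In lists taken from the annotation, 10 of 28 pathogenesis-related proteins rose and 7 fell at 6 h, and 10 rose and 6 fell at 12 h (12 and 6 when adjusted over the list alone). Of 10 glutathione S-transferases, 7 rose and 2 fell at 6 h, and 4 rose and 2 fell at 12 h, with a median of 1.64 and 0.27 log2. Of 10 sugar transporters, 2 rose and 3 fell at 6 h, and 1 rose and 2 fell at 12 h. The other counts were equal when adjusted over the list alone. None of these lists passed, with adjusted p = 0.419, 0.128 and 0.740 from camera at 6 h and 0.277, 0.504 and 0.489 at 12 h.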

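Mitogen-activated protein kinases pass on stress signals by phosphorylation. Mitogen-activated protein kinase 3 (LOC100263976) rose 13.3-fold (log2 3.73 ± 0.34) at 6 h and 13.2-fold (log2 3.72 ± 0.34) at 12 h, and a further mitogen-activated protein kinase (LOC100251947) 10.5-fold (log2 3.40 ± 0.10) and 11.3-fold. Mitogen-activated protein kinase 16 (LOC100246022) fell 2.87-fold (log2 −1.52 ± 0.12) and 3.87-fold. Of 16 probe sets in the list, 10 rose and 1 fell at 6 h (adjusted p = 0.0204 from camera, and over the alternatives from 0.0131 up to adjusted p = 0.589 with an estimated correlation), and 8 rose and 1 fell at 12 h (adjusted p = 0.0462 from camera, and over the alternatives from 0.0345 up to adjusted p = 0.558 with an estimated correlation), with equal counts when adjusted over the list alone. With the preset correlation the call was lost in 2 of 18 alternatives at 6 h and 6 of 18 at 12 h, with the highest adjusted p = 0.122 and 0.133. Receptor kinase 2 (LOC100252174) rose 7.45-fold (log2 2.90 ± 0.26) and 4.26-fold.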

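Calmodulin-like 11 (LOC100244152), a calcium sensor, rose 15.1-fold (log2 3.92 ± 0.32) at 6 h and 6.30-fold at 12 h, a fall between the times (2.40-fold, log2 −1.26 ± 0.32). A calmodulin-binding protein (LOC100255894) rose 7.61-fold (log2 2.93 ± 0.23) and 2.40-fold, and calcineurin B-like protein 1 (CBL01) 4.65-fold (log2 2.22 ± 0.12) and 5.58-fold. An EF hand calcium-binding protein (LOC100267822) fell 8.86-fold (log2 −3.15 ± 0.42) at 6 h and 2.72-fold at 12 h. Of 46 calcium signalling probe sets, 12 rose and 6 fell at 6 h, and 9 rose and 10 fell at 12 h, also when adjusted over the list alone. The list passed at neither time (adjusted p = 0.299 and 0.408 from camera). The highest change in the list at 6 h was 3.26 log2, so calmodulin-like 11, which rose further, is missing from it.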

Some 20 probe sets were involved in G-protein mediated signal transduction, and 24 probe sets were involved in Ca^2+^-mediated signal transduction. There were 90 probe sets associated with transcription, such as MYB family transcription factors, WRKY family transcription factors, and zinc finger family proteins. 

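A probe set for VvMYB14 (MYB14), an R2R3-MYB regulator of stilbene synthases, rose 206-fold (log2 7.69 ± 0.17) at 6 h and 212-fold (log2 7.73 ± 0.17) at 12 h. Its log2 change between 6 and 12 h was 0.04 ± 0.17 and did not pass the test. Over 28 MYB factors in the annotation, 7 rose and 7 fell at 6 h, also when adjusted over the list alone, and 7 rose and 8 fell at 12 h (7 and 9 when adjusted over the list alone). The list passed at neither time (adjusted p = 0.684 and 0.838 from camera).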

The probe set representing *VvMYB*14 (NM_001281203.1) was up-regulated by about 206-fold 6 h after exposure to UV-C irradiation, and it was still up-regulated 211-fold at 12 h. 

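A WRKY57-like probe set (LOC100254080), of a family of defence regulators, rose 170.2-fold (log2 7.41 ± 0.27) at 6 h and 157-fold (log2 7.29 ± 0.27) at 12 h. Another WRKY57-like probe set (GSVIVT00002773001) rose 52.9-fold (log2 5.72 ± 0.09) and 39.2-fold, and a WRKY65-like probe set (LOC100244564) 39.3-fold (log2 5.30 ± 0.18) and 30.3-fold. An ethylene responsive element binding factor (LOC100264074) rose 117-fold (log2 6.88 ± 0.16) and 74.8-fold (log2 6.22 ± 0.16).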

*WRKY57-like* (XM_002275540.1) and *ethylene responsive element binding factor* (XR_077949.1) were also strongly up-regulated 170- and 117-fold, respectively. Additional file S4 shows 1102 probe sets to be down-regulated at both 6 and 12 h after UV-C irradiation. Of these, 262 were involved in metabolism. Likewise, 48 probe sets were associated with secondary metabolism, including probe sets involved the in biosynthesis of alkaloids, porphyrins, lignins, and flavonoids. 

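Lignin and flavonoid genes went both ways. Cinnamyl alcohol dehydrogenase 9 (LOC100245522), which makes lignin precursors, fell 3.86-fold (log2 −1.95 ± 0.11) at 6 h and 5.91-fold (log2 −2.56 ± 0.11) at 12 h, and a ferulic acid 5-hydroxylase 1 (LOC100259359) 3.77-fold (log2 −1.92 ± 0.31) and 11.8-fold. A different ferulic acid 5-hydroxylase 1 probe set (LOC100267863) rose 29.1-fold (log2 4.86 ± 0.15) and 37.7-fold. Of 25 lignin enzymes, 6 rose and 8 fell at 6 h (adjusted p = 0.733 from camera), and 8 rose and 9 fell at 12 h (adjusted p = 0.936). Of 26 flavonoid enzymes in the annotation, 6 rose and 13 fell at 6 h (adjusted p = 0.529), and 5 rose and 12 fell at 12 h (adjusted p = 0.319). The list counts as fallen at both times a probe set (LOC100263698) that the annotation titles chalcone synthase and the paper aquaporin TIP3, its lowest value (35.9-fold and 70.0-fold). The counts were equal when adjusted over the list alone. Magnesium chelatase H (CHLH), of porphyrin synthesis, fell 2.72-fold (log2 −1.44 ± 0.15) and 9.71-fold.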

There were 125 probe sets associated with transcription, including MYB family genes, WRKY family genes, and others. *VvMYBPA1*, which regulates tannin biosynthesis, was among these probe sets. It was down-regulated by 2.7 and 3.13-fold 6 and 12 h after exposure to UV-C irradiation, respectively. 

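The VvMYBPA1 probe set (MYBPA1) had values 2.67-fold below the control at 6 h (log2 −1.42 ± 0.67) and 3.14-fold below it at 12 h (log2 −1.65 ± 0.67). Its spread between arrays was wide, with signals of 336 ± 233 (SD) in the control, 109 ± 69.1 at 6 h and 83.0 ± 19.0 at 12 h. It passed the test at neither time (adjusted p = 0.105 and 0.0571 from limma, n = 3 arrays per group).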

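The PIP2 probe sets named here, of water channels in the plasma membrane, fell 22.6-fold (log2 −4.50 ± 0.19) and 20.3-fold (log2 −4.34 ± 0.22) at 6 h, and 42.0-fold and 31.5-fold at 12 h. A polyol/monosaccharide transporter (LOC100260552) fell 4.30-fold (log2 −2.10 ± 0.25) and 8.55-fold, and a sucrose transporter-like protein (VVSUC11) 2.93-fold (log2 −1.55 ± 0.13) and 3.32-fold. Of 26 probe sets that a word search for aquaporins found, 5 rose and 9 fell at 6 h (6 and 9 when adjusted over the list alone), and 8 rose and 12 fell at 12 h (8 and 13). The list passed at neither time (adjusted p = 0.795 and 0.244 from camera). Among the risen at both times it holds 2 probe sets for TIP GROWTH DEFECTIVE 1 (LOC100266114), which is not an aquaporin and shares only the letters TIP1. It leaves out 2 probe sets of LOC100263698 that only the paper names aquaporins and that fell further than any member of the list at both times. Of the paper's probe sets down-regulated at both times, a list chosen on these samples, 121 of 122 for transport regulation and 108 of 109 for protein fate were called.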

There were 122 and 109 probe sets involved in transport regulation and protein fate, respectively. Moreover, 76 probe sets were involved in signal transduction, which included several protein kinases, probe sets associated with G-protein, small GTPase, Ca^2+^, fatty acid derivatives, polyphosphoinositde, and receptor enzyme-mediated signal transduction, and probe sets involved in transmembrane receptor protein tyrosine kinase and serine/threonine kinase signaling pathways. There was only one annotated gene that showed an opposite trend at 6 and 12 h after UV-C treatment. The probe set representing serine carboxy peptidase was up-regulated at 6 h and down-regulated at 12 h after the treatment.

### Probe sets specifically up- and down-regulated 6 h post-exposure to UV-C irradiation

As shown in Additional file S5, there were a total of 122 up-regulated probe sets identified, which were uniquely responsive to UV-C at 6 h post-exposure to UV-C irradiation. Of these, 24 probe sets were involved in transcription regulation, including two MYB family transcription factors, one WRKY DNA-binding protein, two bHLH DNA-binding proteins, and three zinc finger family proteins. 

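An R3-type MYB factor (LOC100256181) rose 2.57-fold (log2 1.36 ± 0.11) at 6 h, and its value at 12 h was 1.71-fold (log2 0.78 ± 0.11). Between the times it fell at adjusted p = 0.00396, but by less than 2-fold (0.666-fold), so it was not called. A WRKY factor (LOC100264006) rose 2.51-fold (log2 1.33 ± 0.30) at 6 h, had 0.927-fold at 12 h, and was 2.70-fold (log2 −1.44 ± 0.30) lower at 12 h than at 6 h. An ethylene response factor domain protein 9 (LOC100248784) rose 3.01-fold (log2 1.59 ± 0.31) at 6 h, with 1.80-fold at 12 h and no call between the times (0.600-fold, adjusted p = 0.109). Of the paper's 24 transcription probe sets up-regulated at 6 h alone, all were called at 6 h and not at 12 h. Their median was 1.34 log2 at 6 h and 0.72 at 12 h, and the list was chosen on these samples.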

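A hexose transporter (LOC100263644), which carries sugars into cells, rose 3.64-fold (log2 1.86 ± 0.20) at 6 h, had a value of 0.904-fold at 12 h, and was 4.02-fold (log2 −2.01 ± 0.20) lower at 12 h than at 6 h. A glutathione S-transferase family protein (LOC100245065) rose 2.92-fold (log2 1.55 ± 0.18) at 6 h, with 1.12-fold at 12 h and 2.61-fold (log2 −1.39 ± 0.18) lower between the times. A protochlorophyllide oxidoreductase (LOC100255647), which makes chlorophyll in the light, rose 2.05-fold (log2 1.03 ± 0.23) at 6 h, with 0.806-fold at 12 h and 2.54-fold (log2 −1.34 ± 0.23) lower between the times. Of the paper's probe sets up-regulated at 6 h alone, 19 of 21 for transporters and 17 of 19 for metabolism were called so, lists chosen on these samples.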

There were 21 probe sets associated with transporters and 19 associated with metabolism. There were 19 signal transduction-related probe sets, including one NAD kinase, two MAP kinases, one shaggy-related kinase, one ras-related protein, three calcium-binding EF-hand family proteins, and one calcium-dependent protein kinase.

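Flavonoid enzymes stood among the genes called at 6 h alone. Flavanone 3-hydroxylase (LOC100253950) fell 2.20-fold (log2 −1.14 ± 0.24) at 6 h, with a value of 0.548-fold at 12 h, and dihydroflavonol-4-reductase (LOC100242041) fell 3.38-fold (log2 −1.76 ± 0.18), with 0.542-fold at 12 h. A Cu-Zn superoxide dismutase (LOC100241809) fell 2.05-fold (log2 −1.04 ± 0.27), with 0.561-fold at 12 h, and a glutathione S-transferase tau 7 (LOC100251970) 2.05-fold (log2 −1.04 ± 0.21), with 0.741-fold at 12 h. From 6 to 12 h the dihydroflavonol-4-reductase rose at adjusted p = 0.00631, but by less than 2-fold (1.83-fold), so it was not called. For the other 3, in the order given, the adjusted p between the times was 0.455, 0.642 and 0.0528. Of the paper's 113 probe sets down-regulated at 6 h alone, 113 were called so, a list chosen on these samples.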

There were 113 down-regulated probe sets responding to UV-C uniquely at 6 h in grape leaves (Additional file S5). Of these, 25 probe sets were metabolism-related and involved in amino acid, pyrimidine nucleotide, phosphate, carbohydrate compounds, lipids, fatty acids, isoprenoid metabolism, and biosynthesis of phenylpropanoids. There were 18 probe sets associated with down-regulated transporters, including three sec14p-like phosphatidylinositol transfer family proteins, two sugar transporters, one amino acid transporter, and two H(+)-ATPases. Transcript regulatory probe sets included one GRA family transcription factor, one GAGA-binding transcriptional activator, and one transcriptional co-activator p15 (PC4) family protein.

### Probe sets specifically up- or down-regulated 12 h post-exposure to UV-C irradiation

In Additional file S6, a total of 361 up-regulated probe sets were found to respond to UV-C uniquely at 12 h. Of these, 25 probe sets were found to be associated with metabolism. 

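Metabolic genes that were called at 12 h and not at 6 h included a flavonol synthase (LOC100267819), with 1.78-fold at 6 h and a rise of 10.4-fold (log2 3.38 ± 0.16) at 12 h. It was 5.83-fold higher at 12 h than at 6 h. A glutathione-disulfide reductase (LOC100254507), which keeps glutathione reduced, had 1.46-fold at 6 h, rose 3.17-fold (log2 1.67 ± 0.09) at 12 h, and was 2.17-fold higher at 12 h. Under metabolism, Additional file S6 lists 70 up-regulated probe sets, and 70 of these were called at 12 h alone, with a median of 1.37 log2. The list was chosen on these samples.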

There were 41, 28, and 21 probe sets involved in transport regulation, signal transduction, and transcription, respectively. There were 92 probe sets related to protein synthesis. These included probe sets associated with ribosomal proteins and translation-initiation-related proteins. Similarly, 46 probe sets were found to be related to protein fate. These contribute to protein folding and stabilization, targeting, sorting and translocation, and modification and degradation.

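Cytosolic ribosomal proteins, the protein part of the translation machinery, moved together between 6 and 12 h. A ribosomal protein of the L7Ae/L30e/S12e family (LOC100255187) rose 2.26-fold (log2 1.17 ± 0.12) at 6 h and 3.95-fold (log2 1.98 ± 0.12) at 12 h, and 60S ribosomal protein L6 (LOC100257150) 3.02-fold (log2 1.60 ± 0.17) and 4.75-fold. A 60S acidic ribosomal protein (LOC100254522) had 0.898-fold at 6 h and rose 2.08-fold (log2 1.06 ± 0.25) at 12 h. Of 115 probe sets, 3 rose at 6 h (adjusted p = 0.0956 from camera), 47 rose at 12 h (adjusted p = 4.76e-09 from camera, and over the alternatives from 1.24e-09 up to adjusted p = 0.586 with an estimated correlation), and 8 rose between 6 and 12 h (adjusted p = 6.75e-20 from camera, and over the alternatives from 6.69e-22 up to adjusted p = 0.603 with an estimated correlation). No member fell, and the counts were equal when adjusted over the list alone. Between the times the median change was 0.69 log2, and 113 of the 115 had a higher mean at 12 h than at 6 h. Changes of most members were below 2-fold, and 45 of them stand in the paper's lists of changed probe sets.

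**Figure D2:**
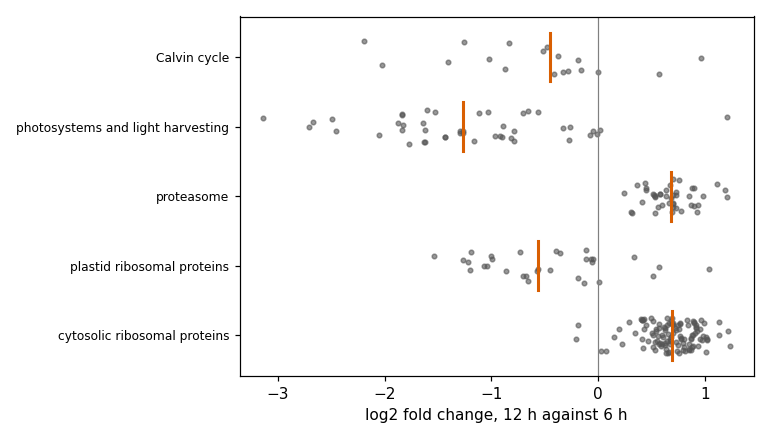
Log2 change from 6 h to 12 h (horizontal axis, difference of the means of 3 arrays) of the members of 5 gene lists, 1 point per probe set, with a bar at each list's median. The cytosolic ribosomal proteins lie around 0.69 and the photosystem probe sets around −1.27.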

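Heat shock protein 18.2 (LOC100261583), a small chaperone, rose 8.14-fold (log2 3.03 ± 0.17) at 6 h and 58.4-fold (log2 5.87 ± 0.17) at 12 h, and heat shock protein 70 (LOC100253826) 2.88-fold (log2 1.52 ± 0.24) and 14.5-fold. Casein lytic proteinase B3 (LOC100252611), a chaperone of plastids, fell 2.51-fold (log2 −1.33 ± 0.15) and 4.49-fold. Of 78 heat shock proteins and chaperones, 21 rose and 17 fell at 6 h, and 31 rose and 14 fell at 12 h (32 and 14 when adjusted over the list alone). As a list they passed between 6 and 12 h, with 9 members that rose, or 10 when adjusted over the list alone (adjusted p = 0.00776 from camera, and over the alternatives from 0.00243 up to adjusted p = 0.603 with an estimated correlation), and at neither 6 h nor 12 h against the control (adjusted p = 0.574 and 0.150). Subunits of the proteasome, which degrades tagged proteins, included regulatory particle non-ATPase 12A (LOC100258086), with 1.86-fold at 6 h and a rise of 3.47-fold (log2 1.79 ± 0.10) at 12 h. Of 44 proteasome probe sets, 6 rose and 0 fell at 12 h, also when adjusted over the list alone (adjusted p = 4.57e-05 from camera, and over the alternatives from 2.82e-05 up to adjusted p = 0.390 with an estimated correlation).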

In contrast, 380 probe sets were down-regulated (Additional file S6). Of these, 90 probe sets were associated with metabolism and 65 were involved in protein synthesis and protein fate. 

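Rubisco activase (LOC100266698), which keeps the carbon-fixing enzyme active, fell 3.45-fold (log2 −1.79 ± 0.31) at 6 h and 15.8-fold (log2 −3.98 ± 0.31) at 12 h, and transketolase (LOC100262607) 10.6-fold (log2 −3.40 ± 0.20) and 13.3-fold. Chlorophyll A/B binding protein 1 (LOC100241745 or LOC100252004) fell 2.38-fold (log2 −1.25 ± 0.22) and 20.9-fold (log2 −4.39 ± 0.22). Of 18 Calvin cycle probe sets, 9 fell at 6 h (adjusted p = 0.0204 from camera, and over the alternatives from 0.0125 up to adjusted p = 0.589 with an estimated correlation) and 14 at 12 h (adjusted p = 4.01e-04 from camera, and over the alternatives from 2.10e-04 up to adjusted p = 0.390 with an estimated correlation), and none rose. The call at 6 h was lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.0886) and on averaging probe sets of 1 annotation (adjusted p = 0.0899). Glutamyl-tRNA reductase (LOC100259052), the entry to chlorophyll synthesis, fell 2.84-fold (log2 −1.50 ± 0.16) and 8.02-fold, and of 12 chlorophyll synthesis probe sets 9 fell and 1 rose at 12 h (adjusted p = 0.00403 from camera, and over the alternatives from 0.00212 up to adjusted p = 0.390 with an estimated correlation). Beta-carotene hydroxylase 2 (LOC100268009) fell 4.67-fold and 13.2-fold, and of 9 carotenoid probe sets 6 fell and 1 rose at 12 h (adjusted p = 0.0426 from camera, and over the alternatives from 0.0225 up to adjusted p = 0.399 with an estimated correlation), a call lost in 5 of 18 alternatives with the preset correlation, with the highest adjusted p = 0.164. The counts were equal when adjusted over the list alone. Of the paper's 47 energy probe sets down-regulated at 12 h alone, all were called, a list chosen on these samples.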

There were 47 energy-related probe sets down-regulated at 12 h after treatment, and 38 down-regulated probe sets were found to be transporter-related, including the three phosphate translocator related proteins, three antiporters, one transport ATPase, and several ABC transporters.

## Discussion

UV-C irradiation disrupts cellular homeostasis in plants, severely retarding growth and development, sometimes causing death. Plants exposed to UV-C irradiation exhibit a characteristic set of cellular and metabolic responses [8]–[13]. The results of the present work showed that some genes were repressed and others were triggered after exposure to UV-C irradiation. In the leaves of *Vitis vinifera*, biological functions and regulatory networks of genes were coordinated and mobilized in response to UV-C irradiation. Based on these results, the discussion section focuses on the following factors.

### Antioxidant enzymes and defense response

The generation of reactive oxygen species (ROS) is a common feature of plant responses to different environmental stresses [36]. Oxidative stress due to UV-B exposure has previously been shown to increase the activity levels of different antioxidant enzymes, such as superoxide dismutase, ascorbate peroxidase, glutathione-S-transferases, glutathione-reductase, peroxidases. and catalases [37]–[39]. Although UV-C irradiation can cause DNA lesions and other damage to plants in a manner similar to UV-B, the response of plants to UV-C may manifest in different pathways [6], [40]. There is little available information regarding enzymatic antioxidant defense response to UV-C irradiation. In the present study, at 6 and 12 h after exposure to UV-C irradiation, the expression of two peroxidase probe sets and two thylakoid *ascorbate peroxidase* probe sets increased significantly. 

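Peroxidases use hydrogen peroxide to oxidise other compounds. Peroxidase probe sets rose 9.85-fold (log2 3.30 ± 0.20, LOC100241916) and 3.41-fold (log2 1.77 ± 0.43, LOC100266458) at 6 h, and 21.7-fold and 8.64-fold at 12 h. The thylakoid ascorbate peroxidase probe sets, of the chloroplast membranes, both of LOC100254009, had values of 1.73-fold (log2 0.79 ± 0.13) and 1.65-fold (log2 0.72 ± 0.12) at 6 h. Both increases passed at an adjusted p under 0.05 (limma) but were under 2-fold, so neither was called at 6 h. At 12 h the 2 probe sets rose 2.48-fold and 2.30-fold. Between 6 and 12 h both rose at an adjusted p under 0.05 (0.0137 and 0.0132), but by less than 2-fold (1.43-fold and 1.39-fold), so neither was called. These probe sets were chosen by the paper on these samples.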

The expression of a stromal *ascorbate peroxidase* probe set was found to increase slightly at 6 and 12 h. 

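Superoxide dismutases, which turn superoxide into hydrogen peroxide, fell in 4 of 5 probe sets of Table 3 at each time, 1 of them (LOC100263457) by 6.90-fold (log2 −2.79 ± 0.13) and 13.6-fold (log2 −3.77 ± 0.13). A peroxidase (LOC100260726) fell 14.0-fold (log2 −3.80 ± 0.21) and 21.1-fold, and thioredoxin superfamily proteins 3.39-fold (log2 −1.76 ± 0.19, LOC100250698) and 3.39-fold (LOC100264932) at 6 h, and 11.6-fold and 9.28-fold at 12 h. The stromal ascorbate peroxidase, which the annotation gives the same symbol as the thylakoid form, had 1.83-fold (log2 0.87 ± 0.16) at 6 h and rose 2.70-fold at 12 h. Of 26 probe sets that Table 3 gives for oxygen and radical detoxification, 2 rose and 12 fell at 6 h, and 5 rose and 19 fell at 12 h, a list chosen on these samples. Among 27 antioxidant enzymes of the annotation, 0 rose and 8 fell at 6 h (adjusted p = 0.0775 from camera), and 4 rose and 14 fell at 12 h (adjusted p = 0.0312 from camera, and over the alternatives from 0.0178 up to adjusted p = 0.504 with an estimated correlation), also when adjusted over the list alone. The call at 12 h was lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.112) and on averaging probe sets of 1 annotation (adjusted p = 0.0916). From the decreases, the paper proposes that this UV-C intensity was stronger for grape leaves, or that their response to UV-C differs from that to UV-B.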

The expression of most genes involved in oxygen and radical detoxification, such as superoxide dismutase, peroxidase, dehydroascorbate reductase, glutathione S-transferase, ascorbate peroxidase, glutathione peroxidase, and thioredoxin peroxidase, showed decreased expression (Table 3, Figure 3). This indicated that the present UV-C intensity could be stronger for grape leaves, or that the responses to UV-C may differ from UV-B in grape leaves. This is worth studying further. In addition, other genes contributing to stress defense, such as *ß-1,3-glucanase* and *chitinase* probe sets, were greatly up-regulated at 6 (67.98-fold) and 12 h (273.06-fold) after exposure to UV-C irradiation (Table 3, Figure 3).

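Chitinases and beta-1,3-glucanases break down the walls of fungi. A class IV chitinase (CHI4D) rose 242-fold (log2 7.92 ± 0.18) at 6 h and 342-fold (log2 8.42 ± 0.18) at 12 h. A class I beta-1,3-glucanase (LOC100232986) rose 68.0-fold (log2 6.09 ± 0.30) and 115-fold, and a beta-1,3-glucanase (LOC100260160 or LOC100265368) 55.4-fold (log2 5.79 ± 0.38) and 273-fold (log2 8.09 ± 0.38). Chitinase-like protein 2 (LOC100266937) fell 2.90-fold (log2 −1.54 ± 0.14) and 4.34-fold. In the annotation, 10 of 14 chitinases rose and 2 fell at 6 h (adjusted p = 0.0186 from camera, and over the alternatives from 0.00361 up to adjusted p = 0.589 with an estimated correlation), and 11 rose and 2 fell at 12 h (adjusted p = 0.0256 from camera, and over the alternatives from 0.00611 up to adjusted p = 0.477 with an estimated correlation). Both calls were lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.195 and 0.301) and on averaging probe sets of 1 annotation (adjusted p = 0.0803 and 0.0982). Of 12 beta-1,3-glucanases, 5 rose and 6 fell at 6 h, and 4 rose and 6 fell at 12 h, without a call of the list (adjusted p = 0.740 and 0.504 from camera). The counts were equal when adjusted over the list alone. Table 3, chosen on these samples, gives 16 chitinases, of which 14 rose and 1 fell at 12 h, and 7 beta-1,3-glucanases, of which 5 rose and 2 fell.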

**Figure 3:**
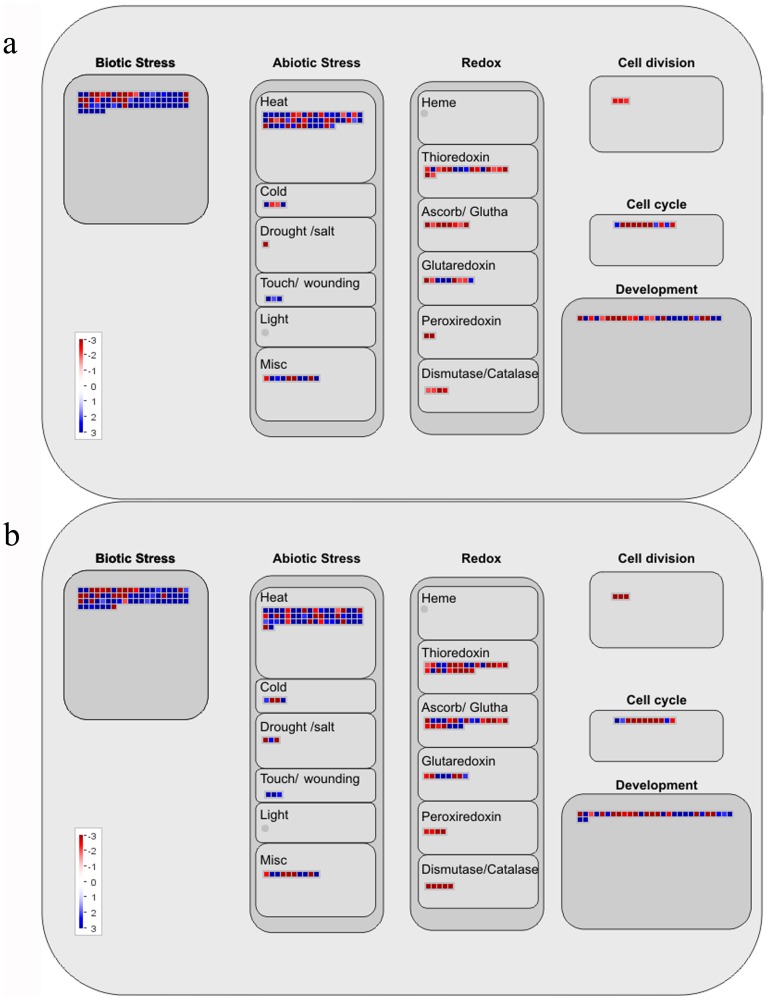
MapMan visualization of changes in the celluar responses pathway at (a) 6 h and (b) 12 h after UV-C treatment. Red box represent up-regulated probsets; Blue boxesrepresent down-regulated probsets.

**Table 3:** Genes involved in stress defense.

Probe set ID	Fold change at 6 h	Fold change at 12 h	Annotation
1609321_at	9.85	21.65	Peroxidase superfamily protein
1615967_at	3.41	8.64	Peroxidase precursor
1621336_at	1.83	2.70	Stromal ascorbate peroxidase
1609231_at	1.73	2.48	Thylakoidal ascorbate peroxidase
1620826_s_at	1.65	2.30	Thylakoidal ascorbate peroxidase
1616657_at	0.49	0.56	Superoxide dismutase [Cu-Zn]
1622739_at	0.48	0.48	Peroxidase superfamily protein
1609478_s_at	0.84	0.46	Class III peroxidase
1611203_at	0.64	0.45	Dehydroascorbate reductase 1
1615206_s_at	0.51	0.45	Glutathione S-transferase
1611993_at	0.61	0.43	Ascorbate peroxidase 3
1608089_at	0.50	0.42	Glutathione peroxidase
1611871_at	0.63	0.41	Dehydroascorbate reductase
1620356_x_at	0.60	0.35	Glutathione S-transferase
1618599_at	0.37	0.33	Superoxide dismutase
1609324_at	0.58	0.32	Glutathione S-transferase
1619210_at	0.47	0.29	Superoxide dismutase [Cu-Zn]
1614776_a_at	0.51	0.28	Superoxide dismutase [Cu-Zn]
1617515_at	0.48	0.25	L-ascorbate peroxidase
1614361_at	0.53	0.24	Peroxidase superfamily protein
1608433_at	0.29	0.11	Thioredoxin superfamily protein
1614204_at	0.30	0.09	Thioredoxin superfamily protein
1613132_s_at	0.15	0.07	Peroxidase superfamily protein
1612707_at	0.14	0.07	Superoxide dismutase
1618920_at	0.07	0.05	Peroxidase superfamily protein
1608586_at	0.08	0.04	Peroxidase superfamily protein
1613461_s_at	241.76	341.8	Class IV chitinase
1611710_at	169.87	263.66	Class IV chitinase
1613999_x_at	55.75	78.07	Chitinase A
1617192_at	107.00	68.16	Class IV chitinase
1608864_s_at	43.94	55.17	Acidic endochitinase precursor
1618373_at	25.89	35.31	Chitinase A
1607557_at	5.18	31.96	Class IV chitinase
1621319_s_at	4.24	17.00	Class IV chitinase
1613871_at	13.92	11.82	Chitinase
1617430_s_at	4.50	7.05	Basic chitinase
1620505_at	3.50	4.67	Chitinase class I
1608262_at	2.15	3.66	Class I extracellular chitinase
1611876_s_at	3.33	3.13	Acidic endochitinase precursor
1606625_at	3.76	2.61	Class IV chitinase
1612050_at	2.08	1.00	Chitinase A
1621583_at	0.34	0.23	Chitinase-like protein 2
1619916_s_at	55.41	273.06	ß -1,3-glucanase 3
1615595_at	67.98	114.52	ß -1,3-glucanase
1620063_at	39.61	75.38	ß -1,3-glucanase 1
1610722_at	8.03	10.36	ß -1,3-glucanase 1
1618425_at	7.36	6.66	ß -1,3-glucanase 3
1619828_at	0.94	0.38	ß -1,3-glucanase 2
1618409_at	0.29	0.17	ß -1,3-glucanase-like protein

### Secondary metabolism related to phenylpropanoid (PAL) pathway

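PAL, C4H and 4CL, the enzymes that lead from phenylalanine to coumaroyl-CoA, had members that went both ways. Cinnamate-4-hydroxylase (LOC100253493) rose 10.7-fold (log2 3.42 ± 0.47) at 6 h and 20.5-fold (log2 4.36 ± 0.47) at 12 h, and phenylalanine ammonia-lyase 2 (LOC100241377) 6.47-fold (log2 2.69 ± 0.16) and 7.90-fold. Phenylalanine ammonia-lyase probe sets fell 3.85-fold (log2 −1.95 ± 0.23, LOC100233012) and 3.55-fold (log2 −1.83 ± 0.26, LOC100241575) at 6 h, and 4.65-fold and 3.26-fold at 12 h. Of 10 annotated probe sets of the 3 enzymes, 6 rose and 2 fell at 6 h, and 7 rose and 2 fell at 12 h, also when adjusted over the list alone. The list passed at neither time (adjusted p = 0.145 and 0.144 from camera).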

UV-C displayed a significant inductive effect on secondary metabolism in grapevine leaves, especially on the PAL pathway (Table 4, Figure 4). Phenol is an important nonenzymatic compound. It functions by scavenging ROS to protect plants. Flavonoids are antioxidant molecules that act as free radical scavengers and contribute to the protection of plant components (such as chloroplasts and other organelles) from damage caused by UV-B irradiation [41]–[42]. However, whether flavonoids provide a similar response to UV-C irradiation is not clear. The results of the microarray performed here showed that four probe sets representing *CHS*, encoding the key enzyme for the synthesis of flavonoids, did not increase after UV-C treatment. In contrast, they were down-regulated about 2 to 10-fold (Table 4). 

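Chalcone synthase takes the substrates of stilbene synthase and opens the flavonoid pathway. All 4 probe sets the paper gives for it fell at both times: 2 labelled CHS by 11.6-fold (log2 −3.54 ± 0.52) and 9.15-fold (log2 −3.19 ± 0.60) at 6 h and 10.6-fold and 11.1-fold at 12 h, CHS3 by 4.32-fold (log2 −2.11 ± 0.47) and 5.82-fold, and LOC100247295 by 2.05-fold (log2 −1.04 ± 0.25) and 2.09-fold. None passed the test between 6 and 12 h (lowest adjusted p = 0.554). The median over the 4, chosen by the paper on these samples, was −2.65 log2 at 6 h and −2.97 at 12 h.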

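Anthocyanidin 3-O-glucosyltransferase (LOC100262128), which adds glucose to anthocyanidins, rose 89.7-fold (log2 6.49 ± 0.27) at 6 h and 75.2-fold (log2 6.23 ± 0.27) at 12 h. A leucoanthocyanidin dioxygenase-like protein (LOC100264239) rose 75.7-fold (log2 6.24 ± 0.20) and 174-fold. One flavonol synthase (LOC100267819) rose at 12 h, as given above for metabolism. Another flavonol synthase (LOC100232938) fell 14.1-fold (log2 −3.82 ± 0.18) and 19.7-fold, and a flavanone 3-hydroxylase (F3H) 7.89-fold (log2 −2.98 ± 0.47) and 5.21-fold. Anthocyanidin reductase (LOC100258689), of tannin synthesis, had a value 1.55-fold below the control at 6 h (log2 −0.64 ± 0.37), which did not pass, and fell 3.43-fold at 12 h. Of the 26 flavonoid probe sets of Table 4, chosen on these samples, 6 rose and 18 fell at 6 h, and 6 rose and 17 fell at 12 h.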

Except anthocyanidin 3-O-glucosyltransferase and flavonol synthase were up-regulated 75 and 10-fold respectively, most of enzymes, such as flavanone 3-hydroxylase, dihydroflavonol-4-reductase, leucoanthocyanidin reductase 2, and anthocyanidin reductase, were down-regulated (Table 4, Figure 4). These enzymes were involved in isoflavonoid, dihydroflavonol and flavonol biosythsis.

**Figure 4:**
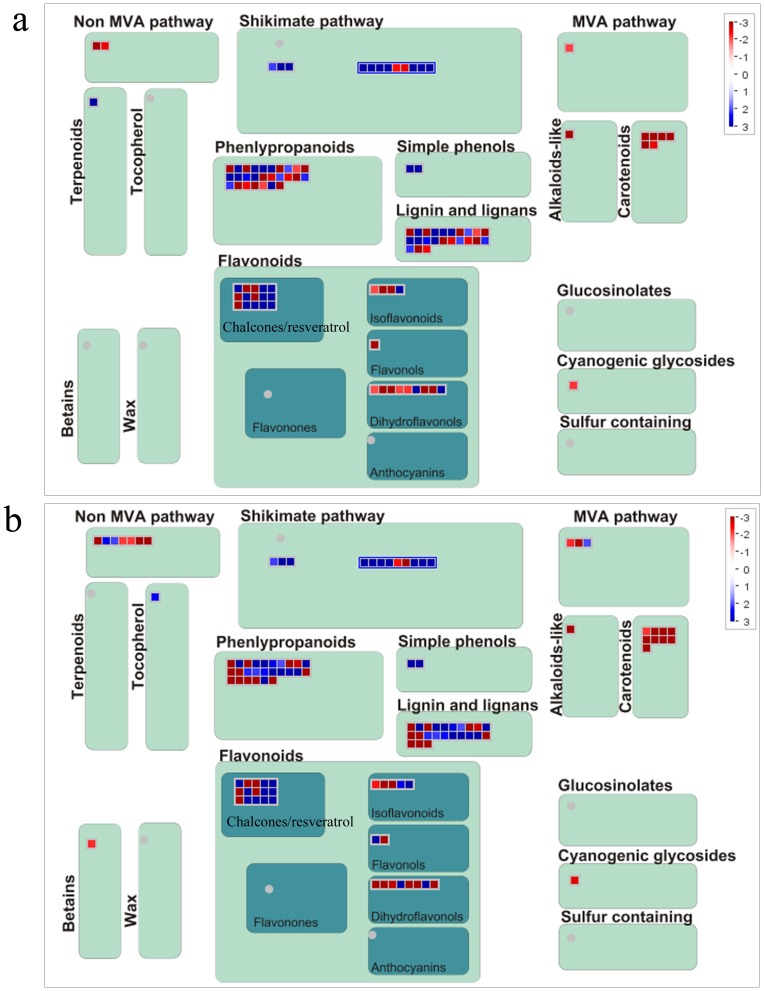
MapMan visualization of changes in the secondary metabolism pathway at (a) 6 h and (b) 12 hafter UV-C treatment. Red boxesrepresent up-regulated probsets; Blue boxesrepresent down-regulated probsets. Probsets for *PAL, C4H* and *4CL* are covered in phenlypropanoids pathway; probsets for *CHS*, *STS* and *resveratrol O-glucosyltransferase* are covered in the chalcones/resveratrol pathway.

**Table 4:** Genes involved in the biosynthesis of resveratrol and flavonoids.

Probe set ID	Fold change at 6 h	Fold changeat 12 h	Annotation
1609696_x_at	539.05	753.74	Stilbene synthase 1
1610850_at	515.92	707.8	Stilbene synthase 1
1620964_s_at	465.19	646.25	Stilbene synthase 1
1611190_s_at	360.37	489.72	Stilbene synthase 1
1610824_s_at	371.21	387.27	Stilbene synthase 2
1612804_at	227.87	236.81	Resveratrol synthase
1622638_x_at	224.51	224.8	Resveratrol synthase
1609697_at	306.96	200.09	Stilbene synthase 4
1608009_s_at	182.29	153.71	Resveratrol synthase 2
1616575_at	7.55	27.51	Resveratrol synthase
1614621_at	23.26	26.37	Stilbene synthase 1
1610070_at	11.91	17.84	Stilbene synthase
1606750_at	6.84	8.28	Stilbene synthase 3
1619011_at	0.49	0.48	Chalcone synthases
1606663_at	0.23	0.17	Chalcone synthase
1607732_at	0.11	0.09	Chalcone synthase
1617019_at	0.09	0.09	Chalcone synthase
1610206_at	6.47	7.9	Phenylalanine ammonia-lyase 2
1619642_at	0.28	0.31	Phenylalanine ammonia-lyase
1613113_at	0.26	0.22	Phenylalanine ammonia-lyase
1610821_at	10.71	20.52	Cinnamate-4-hydroxylase
1616191_s_at	7.72	14.31	Cinnamate-4-hydroxylase
1609307_at	8.96	7.22	4-coumarate:CoA ligase 1
1606753_at	1.44	2.64	4-coumarate–CoA ligase-like
1619320_at	3.19	2.03	4-coumarate:CoA ligase 3
1607228_at	1.19	3.25	Resveratrol/hydroxycinnamic acid O-glucosyltransferase
1608579_at	1.02	2.43	Resveratrol/hydroxycinnamic acid O-glucosyltransferase
1620342_at	133.44	211.13	Caffeic acid O-methyltransferase
1607475_s_at	56.11	90.11	Caffeic acid O-methyltransferase
1621563_x_at	16.04	13.2	Caffeic acid O-methyltransferase
1612124_at	16.1	13.07	Caffeic acid O-methyltransferase
1616434_s_at	6.53	6.09	Caffeic acid O-methyltransferase
1619682_x_at	3.32	2.99	Caffeic acid O-methyltransferase
1614191_s_at	0.78	2.24	Caffeic acid O-methyltransferase-like
1619450_s_at	2.55	2.89	Caffeic acid 3-O-methyltransferase
1615085_at	0.69	2.12	Caffeic acid 3-O-methyltransferase 1
1615401_at	89.65	75.24	Anthocyanidin 3-O-glucosyltransferase
1618155_at	2.94	2.15	Anthocyanidin 3-O-glucosyltransferase 6
1621051_at	2.56	1.64	Anthocyanidin 3-O-glucosyltransferase 2
1609876_at	0.33	0.43	Anthocyanidin 5,3-O-glucosyltransferase
1618389_at	0.47	0.38	Anthocyanin 5-O-glucoside-4″′-O-malonyltransferase
1614045_at	29.06	37.72	Ferulic acid 5-hydroxylase 1
1608791_at	1.78	10.38	Flavonol synthase
1618551_at	0.07	0.05	Flavonol synthase
1610780_at	4.14	3.71	Shikimate kinase 1
1617079_at	0.42	0.42	Shikimate kinase like 1
1612989_at	0.39	0.25	Shikimate kinase like 1
1614643_at	1.92	3.27	Caffeoyl-CoA O-methyltransferase
1611897_s_at	0.48	0.36	Caffeoyl-CoA O-methyltransferase
1607939_at	0.54	0.33	Caffeoyl-CoA O-methyltransferase
1607607_s_at	0.46	0.55	Flavanone 3-hydroxylase
1607739_at	0.13	0.19	Flavanone 3-hydroxylase
1611847_at	0.09	0.09	Flavonoid 3′,5′-hydroxylase
1607760_at	0.07	0.06	Flavonoid 3′,5′-hydroxylase
1616437_at	0.3	0.54	Dihydroflavonol-4-reductase
1615174_s_at	0.49	0.43	Leucoanthocyanidin reductase 2
1612134_at	0.64	0.29	Anthocyanidin reductase
1619986_s_at	0.13	0.17	UDP-glucose:flavonoid 3-O-glucosyltransferase
1621418_at	0.22	0.08	UDP-glucose flavonoid 3-O-glucosyltransferase
1615481_at	0.09	0.1	Cytochrome B5 isoform D
1614485_at	0.05	0.08	Putative anthranilate N-hydroxycinnamoyl/benzoyltransferase
1618112_at	0.14	0.14	Putative anthocyanidin-3-glucoside rhamnosyltransferase
1612436_s_at	13.45	13.86	Isoflavone reductase-like protein 3
1611389_at	0.19	0.12	Isoflavone reductase-like protein 6
1610923_a_at	1.31	2.56	Isoflavone reductase-like protein 5
1618991_s_at	0.23	0.22	Isoflavone reductase-like protein 6
1617421_at	8.05	10.78	Isoflavone reductase-like protein 3
1615912_at	10.09	10.89	Chalcone-flavanone isomerase family protein
1620424_at	0.21	0.18	Chalcone-flavanone isomerase family protein
1616977_at	4.98	3.87	Putative iron/ascorbate-dependent oxidoreductase
1609765_s_at	0.09	0.11	Leucoanthocyanidin dioxygenase
1614441_at	75.67	174.22	Leucoanthocyanidin dioxygenase-like
1607805_s_at	14.12	3.84	Flavonoid 3′-monooxygenase

Res is a nonflavonoid phenol present in the tissues and organs of several plant families, such as Arachaceae, Vitaceae, and Pinaceae [43]. Previous studies have reported the biological activity of this polyphenol, i.e., estrogenic activity, cardiovascular protective effects, neuroprotective capacity, and cancer chemopreventive activity [44]. The ability of UV-C to induce Res accumulation in grape leaves and berries has attracted special attention [24], [45]–[46]. Cantos et al. irradiated grape berries with UV-C, and the resveratrol concentration was 11 times higher than that of controls. Bonomelli et al. showed that grape leaves treated with UV-C irradiation accumulated Res and that the concentration reached 400 µg/g DW even though no Res was detected in leaves exposed to natural sunlight alone. Some studies have indicated that the accumulation of Res is caused by up-regulation of *STS* expression [24], [26], [47]. The results of the microarray performed here show 13 *STS* probe sets to be up-regulated by 8.28- to 753.74-fold at 6 and 12 h after exposure to UV-C irradiation (Table 4, Figure 4). 

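The 13 stilbene synthase probe sets of Table 4, chosen on these samples, rose from 6.84-fold (a stilbene synthase 3 probe set, log2 2.77 ± 0.12) at 6 h and 8.28-fold at 12 h upward, with stilbene synthase 1 highest at both times. Resveratrol synthase 2 rose 182-fold (log2 7.51 ± 0.14) and 154-fold, and stilbene synthase 4 (LOC100241891) 307-fold (log2 8.26 ± 0.18) and 200.1-fold. On the control arrays their mean log2 signals ran from 2.25 to 7.06, and 9 of the 13 lay at most 1 log2 unit above the lower quartile of all probe sets. At 12 h the signals ran from 6.40 to 14.47, and 5 of the 13 lay within 1 log2 unit of the brightest probe set of the array. Probe sets with the suffix _s_at or _x_at can read transcripts of several genes of the family.

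**Figure D3:**
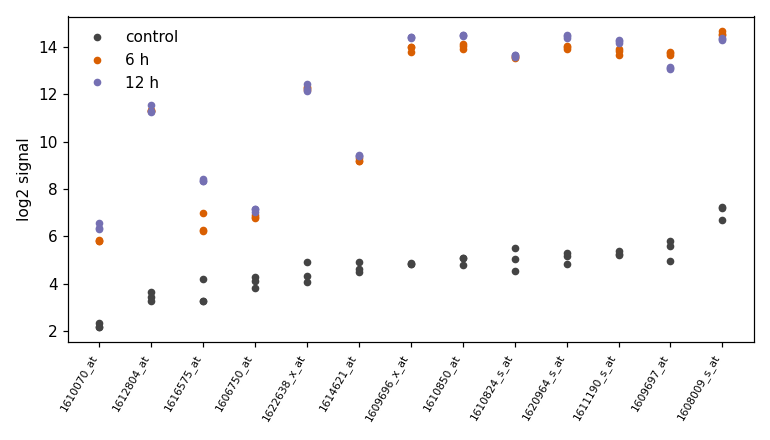
Log2 RMA signal (vertical axis) of the 13 stilbene synthase probe sets of Table 4 (horizontal axis, array numbers in the order of the control signal), 1 point per array, coloured by group. For each probe set the 6 arrays after UV-C treatment lie above the 3 control arrays.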

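Individual probe sets of the family differed in their change. Stilbene synthase rose 11.9-fold (log2 3.57 ± 0.10) and 17.8-fold (log2 4.16 ± 0.10), and a stilbene synthase 1 probe set 23.3-fold (log2 4.54 ± 0.12) and 26.4-fold, while further stilbene synthase 1 probe sets rose 465-fold (log2 8.86 ± 0.13, RS, STS or VINST1) and 360.4-fold (log2 8.49 ± 0.10, RS, STS or VINST1) at 6 h. The changes of the 13 probe sets had an SD of 2.44 log2 at 6 h and 2.23 at 12 h, wider than their standard errors. Across the 13, which are not independent replicates, the change at 12 h correlated with the signal at 12 h at 0.943 and with the control signal at 0.507. The change is the signal at 12 h minus the control signal, whose SDs were 2.99 and 1.16 log2. The value of 0.943 is therefore largely built in.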

The different levels of expression of *STS* probe sets here suggest that different *STS* genes are regulated differently in response to UV-C irradiation. Dai et al. reported that, in grape leaves, individual *STS* genes respond differentially to powdery mildew infection [48]. In the present study, the expression of one *PAL* probe set, two *C4H* probe sets, three *4CL* probe sets, and two *resveratrol O-glucosyltransferase* probe sets was also up-regulated (Table 4, Figure 4). It is here suggested that, in grape leaves, although both flavonoids and Res are produced through the same phenylpropanoid pathway, they respond to UV-C in different ways. 

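The resveratrol O-glucosyltransferase probe sets, for enzymes that add glucose to resveratrol, both of LOC100245274, had values of 1.19-fold (log2 0.25 ± 0.23) and 1.02-fold (log2 0.03 ± 0.20) at 6 h and rose 3.25-fold (log2 1.70 ± 0.23) and 2.43-fold (log2 1.28 ± 0.20) at 12 h. Both were higher at 12 h than at 6 h (2.74-fold and 2.38-fold). Another probe set of the cinnamate-4-hydroxylase LOC100253493 rose 7.72-fold (log2 2.95 ± 0.44) and 14.3-fold, 4-coumarate:CoA ligase 1 (LOC100254698) 8.96-fold (log2 3.16 ± 0.19) and 7.22-fold, and a 4-coumarate:CoA ligase (4CL) 3.19-fold (log2 1.67 ± 0.27) and 2.03-fold. A 4-coumarate-CoA ligase-like protein (LOC100267198) had 1.44-fold at 6 h and rose 2.64-fold at 12 h. These probe sets were chosen by the paper on these samples.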

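Chalcone isomerase probe sets, of the step after chalcone synthase, rose 10.1-fold (log2 3.33 ± 0.23, CHI) and fell 4.78-fold (log2 −2.26 ± 0.24, LOC100255217) at 6 h, with 10.9-fold and 5.71-fold at 12 h. A flavonoid 3′,5′-hydroxylase fell 14.1-fold (log2 −3.82 ± 0.37) and 17.2-fold. The paper proposes that resveratrol and flavonoids, which share the phenylpropanoid pathway, answer UV-C differently.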

Some transcription factors may up-regulate the expression of *PAL*, *C4H*, *4CL*, *STS*, and *resveratrol O-glucosyltransferase*.

### Transcription factors (TFs)

The regulation of gene expression plays a fundamental role in plant response to environmental stimuli. Transcription factors (TFs) belonging to the MYB, ERF, bZIP, and WRKY families have been linked to a suite of mechanisms leading to defense and stress responses [49]–[50]. For this reason, the present discussion focused more on differentially expressed probe sets belonging to these gene families (Table 5, Figure 5). A few members of the R2R3-MYB family have been implicated in plant stress response to cold, UV-B, and wounding. These have been preliminarily shown to regulate plant secondary metabolism [51]. R2R3-MYBs have been established as positive and negative regulators of the biosynthetic enzymes required for the production of phenylpropanoids and flavonoids [52]–[53]. For example, *AtMYB4* encodes a protein similar to *Am*MYB308, which represses one of the key targets genes encoding C4H. Some studies have reported that R2R3-MYBs are involved in the regulation of flavonoid biosynthesis. In grape berries, the MYB proteins act together with bHLH protein and probably WDR protein to control anthocyanin and/or proanthocyanidin synthesis [54]–[58]. In the present experiment, 18 probe sets representing MYB transcription factors were expressed very differently in grape leaves after exposure to UV-C irradiation, especially, *Vv*MYB14 and *Vv*MYB4 (XM_002285157.2). These were up-regulated 211.7-fold and 113.5-fold, respectively, in UV-C treated grape leaves (Table 5, Figure 5). It is possible that *VvMYB14* and *VvMYB4* regulate resveratrol and flavonoid synthesis. 

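VvMYB4 (LOC100254518), whose relatives repress a gene of phenylpropanoid synthesis, rose 73.6-fold (log2 6.20 ± 0.16) at 6 h and 134-fold (log2 7.06 ± 0.16) at 12 h. A further VvMYB14 probe set (MYB14) rose 71.5-fold (log2 6.16 ± 0.16) and 91.7-fold. A MYB transcription factor (LOC100245771) fell 23.9-fold (log2 −4.58 ± 0.16) and 26.6-fold, and a further MYB factor (LOC100256209) 10.6-fold (log2 −3.41 ± 0.22) and 11.8-fold. Of the 18 MYB probe sets of Table 5, chosen on these samples, 5 rose and 10 fell at 6 h, and 6 rose and 10 fell at 12 h. The paper proposes that VvMYB14 and VvMYB4 regulate resveratrol and flavonoid synthesis.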

In a previous study, VvMYBPA1 was found to specifically regulate proanthocyanidin (PA) synthesis, positively regulating both of the PA branch enzymes leucoanthocyanidin reductase (LAR) and anthocyanidin reductase (ANR). This causes the formation of PA and may regulate the entire general flavonoid pathway, inducing the promoters of the general flavonoid pathway genes *CHI* (*chalconeisomerase*), *F3′5 ′H* (*flavonoid 3′,5′-hydroxylase*) and *LDOX* (*leucoanthocyanidin dioxygenase*) [58]. The down-regulation of *VvMYBPA1* suggests a decrease in the biosynthesis of PAs and even total flavonoids. In this study, the gene *VvMYBPA1* was down-regulated more than 2.5-fold at both 6 and 12 h after exposure to UV-C irradiation (Table 5, Figure 5). *LAR* and *ANR* were down-regulated, but the expression levels of various members of *CHS*, *CHI*, *F3′5 ′H*, and *LDOX* were either up- or down-regulated (Table 4, Figure 4).

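Leucoanthocyanidin reductase 2 (LAR2), a branch enzyme of tannin synthesis, fell 2.05-fold (log2 −1.03 ± 0.16) at 6 h and 2.35-fold (log2 −1.23 ± 0.16) at 12 h. A leucoanthocyanidin dioxygenase (LDOX) fell 10.8-fold (log2 −3.43 ± 0.53) and 9.45-fold, a flavonoid-3,5'-hydroxylase (LOC100232896) 10.8-fold (log2 −3.44 ± 0.33) and 11.1-fold, and a UDP-glucose:flavonoid 3-O-glucosyltransferase (LOC100268157) 7.78-fold (log2 −2.96 ± 0.48) and 6.03-fold. A flavonoid 3′-monooxygenase (LOC100263428) rose 14.1-fold (log2 3.82 ± 0.24) and 3.84-fold, and was 3.68-fold (log2 −1.88 ± 0.24) lower at 12 h than at 6 h. From the values of VvMYBPA1, the paper proposes a decrease in the synthesis of proanthocyanidins and even of all flavonoids.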

**Figure 5:**
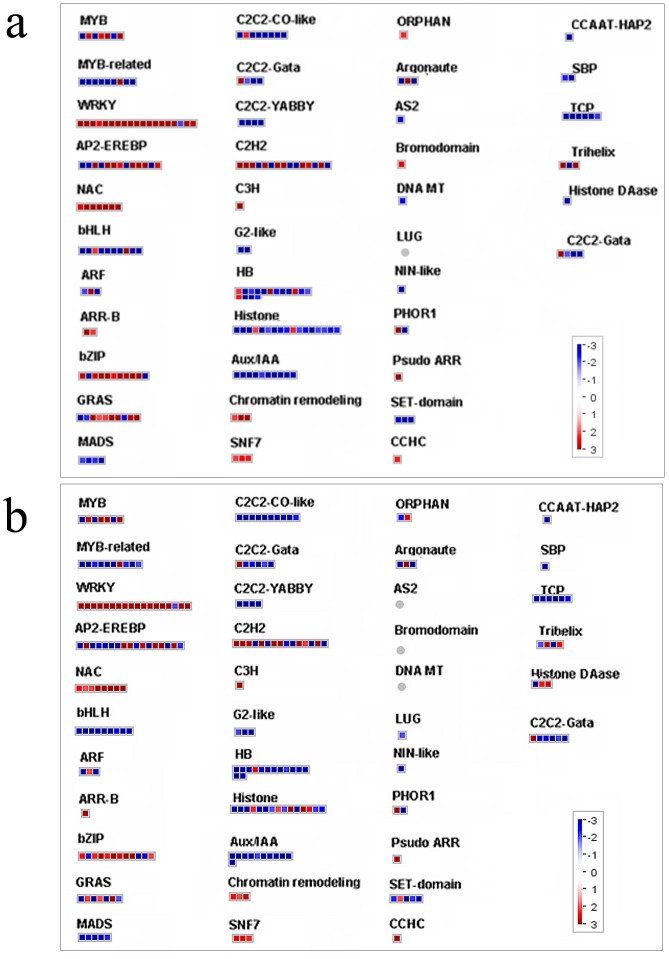
MapMan visualization ofchanges in the transcription factor pathway at (a) 6 h and (b) 12 h after UV-C treatment. Red boxesrepresent up-regulated probsets; Blue boxesrepresent down-regulated probsets.

**Table 5:** Transcription factors responsive to UV-C irradiation.

Probe set ID	Fold change at 6 h	Fold change at 12 h	Annotation
1620319_s_at	206.42	211.77	VvMyb14
1618260_s_at	73.61	133.5	*Vitis vinifera* transcription factor Myb4-like
1622064_at	71.49	91.66	VvMyb14
1613545_at	3.53	4.91	MYB transcription factor
1619386_at	2.57	1.71	MYB transcription factor R3 type
1618514_at	1.36	3.12	MYB transcription factor
1609021_at	0.54	2.78	Vitis vinifera transcription factor Myb59-like
1612264_at	0.32	0.44	MYB transcription factor
1610512_at	0.31	0.43	MYB transcription factor
1617092_at	0.28	0.26	MYB transcription factor
1613239_at	0.26	0.22	MYB transcription factor
1614416_at	0.19	0.14	MYB transcription factor
1617998_at	0.18	0.22	*Vitis vinifera* R2R3 Myb transcription factor
1618884_at	0.09	0.08	MYB transcription factor
1613486_at	0.09	0.07	*Vitis vinifera* transcription factor MYB1R1-like
1611920_at	0.04	0.04	MYB transcription factor
1616094_at	0.37	0.32	VvMYBPA1
1621872_s_at	0.13	0.14	*Vitis vinifera* transcription factor MYB1R1-like
1613407_at	9.94	6.29	*Vitis vinifera* probable WRKY transcription factor 33-like
1610775_s_at	170.22	156.51	*Vitis vinifera* probable WRKY transcription factor 57-like
1607465_at	52.85	39.2	*Vitis vinifera* probable WRKY transcription factor 57-like
1622778_at	43.54	79.12	*Vitis vinifera* WRKY-type DNA binding protein 1 mRNA
1606659_s_at	39.34	30.29	*Vitis vinifera* probable WRKY transcription factor 65-like
1609130_at	31.36	9.12	*Vitis vinifera* probable WRKY transcription factor 48-like
1609636_at	22.79	14.78	*Vitis vinifera* probable WRKY transcription factor 33-like
1614806_s_at	17	11.83	*Vitis vinifera* probable WRKY transcription factor 40-like
1610064_at	12.84	12.68	*Vitis vinifera* probable WRKY transcription factor 33-like
1611285_s_at	11.04	4.93	*Vitis vinifera* WKRY protein
1622399_at	10.72	4.46	*Vitis vinifera* WKRY protein
1616623_at	8.14	5.05	*Vitis vinifera* probable WRKY transcription factor 28-like
1611550_at	6.68	7.04	*Vitis vinifera* probable WRKY transcription factor 46-like
1612649_s_at	4.68	3.99	*Vitis vinifera* probable WRKY transcription factor 7-like
1611650_at	4.55	3.66	*Vitis vinifera* probable WRKY transcription factor 7-like
1619424_at	2.85	7.28	*Vitis vinifera* probable WRKY transcription factor 11-like
1613318_at	2.64	1.75	*Vitis vinifera* WKRY protein
1622333_at	2.51	0.93	*Vitis vinifera* probable WRKY transcription factor 23-like
1620175_at	0.48	0.49	*Vitis vinifera* WRKY transcription factor 44-like
1619311_at	117.45	74.79	Ethylene responsive element binding factor 1
1619585_at	13.1	12.88	Ethylene-responsive factor-like protein 1
1621552_at	7.02	12.62	Ethylene-responsive transcriptional coactivator-like protein
1609683_at	3.33	6.54	Ethylene-responsive element binding protein
1610300_at	2.42	3.41	Ethylene responsive element binding protein
1606975_at	2.08	1.19	Putative ethylene response factor ERF3a
1608511_at	0.74	0.27	Ethylene responsive element binding factor 5
1617671_s_at	3.01	1.8	Ethylene response factor domain protein 9
1611910_s_at	0.69	0.25	Similar to putative ethylene response factor

The WRKY proteins share a DNA binding domain, which contains an invariant WRKYGQK sequence. The WRKY TFs super-family is involved in a diverse set of biological functions including pathogen defense, abiotic stress responses, and plant development [59]. 

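WRKY-type DNA binding protein 1 (LOC100232957) rose 43.5-fold (log2 5.44 ± 0.16) at 6 h and 79.1-fold (log2 6.31 ± 0.16) at 12 h. A WRKY33-like probe set (LOC100246612) rose 9.94-fold (log2 3.31 ± 0.32) and 6.29-fold, and a WRKY protein 10.7-fold (log2 3.42 ± 0.31) and 4.46-fold, with a fall between the times (2.40-fold, log2 −1.26 ± 0.31). A WRKY44-like probe set (LOC100256868) fell 2.09-fold (log2 −1.07 ± 0.09) and 2.02-fold. Of 19 WRKY probe sets of Table 5, chosen on these samples, 18 rose and 1 fell at 6 h, and 16 rose and 1 fell at 12 h. In the annotation, 6 of 8 WRKY factors rose and 1 fell at 6 h (adjusted p = 0.0186 from camera, and over the alternatives from 0.00651 up to adjusted p = 0.589 with an estimated correlation), and 5 rose and 1 fell at 12 h (adjusted p = 0.107 from camera), also when adjusted over the list alone. The call at 6 h was lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.122) and on averaging probe sets of 1 annotation (adjusted p = 0.0803). With 8 members, the word search left out most of the 19 WRKY probe sets of Table 5. The highest change in the list at 6 h was 5.44 log2, so both WRKY57-like probe sets given above, which rose further, are missing from it.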

In this study, 18 probe sets representing WRKY factors showed increased expression in response to UV-C treatment, especially WRKY57-like (Table 5, Figure 5). This suggests that these factors protect the grapevines from potentially damaging UV-C irradiation.

It has been established that ethylene and ethylene response factor (ERF) proteins play important regulatory roles in plant pathogen resistance and abiotic stress [60]–[61]. In grapevines, ethylene plays an important role in berry development and ripening, including the regulation of gene expression for anthocyanin biosynthesis and accumulation [62]. It was here found that several genes, annotated as ERFs and ethylene responsive proteins, are strongly expressed (the maximum may reach 75-fold) post-exposure to UV-C treatment (Table 5, Figure 5). In this way, ethylene may affect the response of leaves to UV-C irradiation.

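An ethylene-responsive factor-like protein (LOC100252208) rose 13.1-fold (log2 3.71 ± 0.41) at 6 h and 12.9-fold (log2 3.69 ± 0.41) at 12 h, and an ethylene-responsive transcriptional coactivator (LOC100249249) 7.02-fold (log2 2.81 ± 0.26) and 12.6-fold. A probe set similar to an ethylene response factor (LOC100243603) had 0.689-fold at 6 h and fell 3.99-fold (log2 −1.99 ± 0.46) at 12 h. Of the 9 probe sets of Table 5, chosen on these samples, 7 rose and 0 fell at 6 h, and 5 rose and 2 fell at 12 h. Of 17 ethylene response factors in the annotation, 3 rose and 2 fell at 6 h and 1 rose and 6 fell at 12 h, also when adjusted over the list alone, without a call of the list (adjusted p = 0.419 and 0.838 from camera). The highest change in this list was 2.81 log2 at 6 h and 3.66 at 12 h. The word search thus left out LOC100252208 and the ethylene responsive element binding factor given above, which rose further at both times. The ethylene-forming enzyme (LOC100256784), which makes ethylene, rose 29.0-fold (log2 4.86 ± 0.28) and 32.4-fold. Of 7 ethylene synthesis probe sets, 4 rose and 0 fell at each time, also when adjusted over the list alone. The list did not pass at 6 h (adjusted p = 0.0775 from camera) and passed at 12 h (adjusted p = 0.0256 from camera, and over the alternatives from 0.0131 up to adjusted p = 0.477 with an estimated correlation). The call at 12 h was lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.101). The paper proposes that ethylene takes part in the response of leaves to UV-C in this way.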

## Conclusions

In conclusion, the study identified UV-C irradiation-regulated genes using Affymetrix Grape Genome Array and qRT-PCR techniques. The leaf transcriptome of the grapevines was affected by UV-C irradiation. The responsive probe sets were found to belong to a large number of important factors and biological pathways, such as cell rescue (i.e., antioxidant enzymes), protein fate (i.e., HSPs), secondary metabolism (i.e., *STS* were up-regulated 750-fold), transcription factors, and signal transduction. These results may provide novel insight into the grape leaf response to UV-C and may have considerable implications for further study and application.

## Supporting Information

Additional file S1 **Probe set-specific primers for RT-PCR.**
(DOC)

Additional file S2 **Linear correlation analysis (r^2^ = 0.951 for 6 h and r^2^ = 0.933 for 12 h) between qRT-PCR and microarray results for 25 probe sets.** X: log_2_ fold change value from qRT-PCR data; Y: log_2_ fold change value from microarray data.
(DOCX)

Additional file S3 **Probe sets commonly up-regulated at 6 and 12 h after exposure to UV-C irradiation.**
(DOCX)

Additional file S4 **Probe sets commonly down-regulated at 6 and 12 h after exposure to UV-C irradiation.**
(DOCX)

Additional file S5 **Probe sets specifically up- and down-regulated at 6 h after exposure to UV-C treatment.**
(DOCX)

Additional file S6 **Probe sets specifically up- and down-regulated at 12 h after exposure to UV-C treatment.** This information is available free of charge via the Internet at http://pubs.acs.org.
(DOCX)

# Supplementary material for: Transcriptomic Analysis of Grape (Vitis vinifera L.) Leaves after Exposure to Ultraviolet C Irradiation
**Source:** PLoS One. 2014 Dec 2;9(12):e113772. doi: 10.1371/journal.pone.0113772
**Supplement:** Additional file S1 — Probe set-specific primers for RT-PCR.

**Additional file S1** Gene-specific primers for RT-PCR

# Supplementary material for: Transcriptomic Analysis of Grape (Vitis vinifera L.) Leaves after Exposure to Ultraviolet C Irradiation
**Source:** PLoS One. 2014 Dec 2;9(12):e113772. doi: 10.1371/journal.pone.0113772
**Supplement:** Additional file S2 — Linear correlation analysis (r2 = 0.951 for 6 h and r2 = 0.933 for 12 h) between qRT-PCR and microarray results for 25 probe sets. X: log2 fold change value from qRT-PCR data; Y: log2 fold change value from microarray data.

**Additional file S2**  Linear correlation analysis (r^2^ = 0.951 for 6 h and r^2^ = 0.933 for 12 h) between qRT-PCR and microarray results for 25 genes. X: log_2_ fold change value from qRT-PCR data; Y: log_2_ fold change value from microarray data.

**12 h**

# Supplementary material for: Transcriptomic Analysis of Grape (Vitis vinifera L.) Leaves after Exposure to Ultraviolet C Irradiation
**Source:** PLoS One. 2014 Dec 2;9(12):e113772. doi: 10.1371/journal.pone.0113772
**Supplement:** Additional file S3 — Probe sets commonly up-regulated at 6 and 12 h after exposure to UV-C irradiation.

**Additional file S3** Genes up-regulated commonly at 6 and 12 h after UV-C treatment

# Supplementary material for: Transcriptomic Analysis of Grape (Vitis vinifera L.) Leaves after Exposure to Ultraviolet C Irradiation
**Source:** PLoS One. 2014 Dec 2;9(12):e113772. doi: 10.1371/journal.pone.0113772
**Supplement:** Additional file S4 — Probe sets commonly down-regulated at 6 and 12 h after exposure to UV-C irradiation.

**Additional file S4** Genes down-regulated commonly at 6 and 12 h after UV-C treatment

# Supplementary material for: Transcriptomic Analysis of Grape (Vitis vinifera L.) Leaves after Exposure to Ultraviolet C Irradiation
**Source:** PLoS One. 2014 Dec 2;9(12):e113772. doi: 10.1371/journal.pone.0113772
**Supplement:** Additional file S5 — Probe sets specifically up- and down-regulated at 6 h after exposure to UV-C treatment.

**Additional file S5** Unique genes up- or down-regulated at 6 h after UV-C treatment

# Supplementary material for: Transcriptomic Analysis of Grape (Vitis vinifera L.) Leaves after Exposure to Ultraviolet C Irradiation
**Source:** PLoS One. 2014 Dec 2;9(12):e113772. doi: 10.1371/journal.pone.0113772
**Supplement:** Additional file S6 — Probe sets specifically up- and down-regulated at 12 h after exposure to UV-C treatment. This information is available free of charge via the Internet at http://pubs.acs.org.

**Additional file S6** Unique genes up- or down-regulated at 12 h after UV-C treatment

How the deposited data were processed for this re-analysis (not part of the article)

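Leaves of Vitis vinifera were sampled before UV-C treatment (0 h, control) and 6 h and 12 h after UV-C irradiation at 6 W m−2 for 10 min, with 3 biological replicates of 6 leaves each per time. Each replicate was hybridized to 1 Affymetrix V. vinifera Genome Array, which makes 9 arrays. Untreated leaves kept for 6 h or 12 h were not part of the design, so that the effect of UV-C cannot be separated from the time since the leaves were detached, from darkness or from the time of day.

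The authors scanned the arrays, adjusted the background and quantile-normalized the values by RMA, and deposited 1 RMA intensity per probe set and array. These intensities are on a linear scale, from 3.80 to 30874, and their log2 was taken here before any test. The authors also deposited a table for each comparison, made with SAM, that gives for part of the probe sets the SAM score, a q-value written as a percentage and the ratio of the group means. That fold change equals the ratio of the geometric means of the RMA intensities, and the q-value comes without a p-value. The tables list 10281 probe sets for 6 h, 10390 for 12 h and 9818 for 12 h against 6 h. The deposited SAM score was not used for any call here. Scanner files were not used here.

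Of 16601 probe sets, the 165 Affymetrix control probe sets were left out of the tests, and 16436 were tested. The 3 groups were fitted together with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without a replicate block, which leaves 6 residual degrees of freedom and 3.42 prior degrees of freedom. The comparisons were 6 h against control, 12 h against control and 12 h against 6 h. P-values were adjusted by the method of Benjamini and Hochberg over all probe sets tested, and a probe set was called at an adjusted p under 0.05 with a fold change of at least 2. Unless said otherwise, adjusted p-values of probe sets are from limma, and those of lists from camera. Errors after ± are standard errors of the limma fit in log2 units, and SDs are over the 3 arrays of a group. Across all probe sets, arrays of 1 group correlated at 0.988 or higher.

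The fit was tested on simulated data with the spread of these arrays, in which 200 of 16436 probe sets were changed, 50 for each size. At 6 h, 0 of 50 changes of 1.5-fold were called, 46 of 50 of 2.5-fold, 47 of 50 of 4-fold and 50 of 50 of 8-fold, with 2 calls among the unchanged probe sets. At 12 h the counts were 2, 46, 48 and 50, with 3 such calls. Changes of 1.5-fold lie below the 2-fold threshold of a call. Far more probe sets were called in the data, which makes the adjustment less strict, so the numbers of false calls do not carry over.

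The authors' deposited tables hold gene titles for 10471 probe sets, and 49 gene lists were drawn from these titles by word searches, never from the paper's lists of changed probe sets. The 43 lists with at least 3 members were tested with camera of limma at its preset correlation of 0.01 against the other annotated probe sets, adjusted over the lists of each comparison. The annotated probe sets are brighter than the others, and a word search takes in a few genes that only share a word. For GO terms, 666 probe sets carry a biological process, and 30 terms with at least 10 of them were tested with camera, while the PAGE Z value was computed for the terms of Table 1 over the called probe sets. Members of a term or list are not independent replicates.

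Probe sets are named by the gene title and symbol of the authors' annotation or by the paper's tables, and their array numbers are not printed. The probe sets named are those the paper names in its text, in Tables 3 to 5 and in Additional file S1, the actin of the methods, for each comparison the 10 highest and the 10 lowest log2 changes among named probe sets with non-overlapping arrays, and up to 2 rising and 2 falling members of each list. Results for 1 item under this rule are not reported here. The values in the paper's tables were known when this rule was written. The tests of the comparisons, the lists, this rule and the alternatives below were set before the data were examined, and the closing section names the tests chosen later.

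The alternatives were no fold threshold, the thresholds of the paper (unadjusted p), the SAM statistic, a fit of only the 2 groups of a comparison, a mean-variance trend with robust estimation, leaving out the dimmest probe sets (mean log2 under 4.15), centring each array on its median or on 18 hybridization control probe sets, a further quantile normalization, leaving out probe sets with the suffixes _s_at, _x_at and _a_at, the ratio of linear means, a replicate block, leaving out each array in turn, camera with an estimated correlation, averaging probe sets of 1 annotation, and the authors' deposited tables at a q-value under 5%. Correlations, clustering, random lists and the PAGE Z value were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The qRT-PCR values, the MapMan maps and the BLAST annotation were not analysed here.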

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

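The first 3 groups of results below stand out because 12 h and 6 h differed in the same test, and the counts outside the authors' deposited tables because those tables leave the probe sets out. The range of the stilbene synthase changes was weighed because the paper draws on it. The tests of the normalization and of the upper and lower limits of the stilbene synthase signals were chosen after the result was seen, and all other tests in this part were planned.

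Between 6 and 12 h 1130 probe sets differed. Photosystem and light-harvesting genes had a median change of −1.27 log2 (adjusted p = 1.69e-17 from camera, and over the alternatives from 5.47e-19 up to adjusted p = 0.247 with an estimated correlation), with 27 of 45 members that fell and 1 that rose. Carotenoid synthesis had −1.37 log2 (adjusted p = 0.00451 from camera, and over the alternatives from 8.86e-04 up to adjusted p = 0.273 with an estimated correlation), and 4 of 9 fell. Chlorophyll synthesis had −0.71 log2 (adjusted p = 0.00109 from camera, and over the alternatives from 7.42e-04 up to adjusted p = 0.273 with an estimated correlation), and 4 of 12 fell. In the Calvin cycle the median was −0.45 log2 (adjusted p = 0.00356 from camera, and over the alternatives from 0.00172 up to adjusted p = 0.540 with an estimated correlation), and 5 of 18 fell. The call of the Calvin cycle was lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.0864), as was that of carotenoid synthesis (adjusted p = 0.0533).

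Plastid ribosomal proteins had a median of −0.57 log2 (adjusted p = 2.61e-04 from camera, and over the alternatives from 2.44e-05 up to adjusted p = 0.603 with an estimated correlation), with 8 of 31 that fell and 1 that rose. Auxin response genes changed by −0.56 log2 (adjusted p = 0.00451 from camera, and over the alternatives from 8.64e-04 up to adjusted p = 0.431 with an estimated correlation), with 4 of 26 that fell and 1 that rose, and cell wall loosening and pectin enzymes by −0.34 log2 (adjusted p = 0.00263 from camera, and over the alternatives from 9.51e-04 up to adjusted p = 0.567 with an estimated correlation), with 8 of 47 that fell. B-box and CONSTANS-like factors, 1 of 5 fallen, had −0.60 log2 (adjusted p = 0.0190 from camera, and over the alternatives from 0.00916 up to adjusted p = 0.273 with an estimated correlation), and the call was lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.0533). Higher at 12 h were the proteasome with 0.68 log2 (adjusted p = 1.62e-15 from camera, and over the alternatives from 4.65e-16 up to adjusted p = 0.193 with an estimated correlation), 3 of 44 members risen, the cytosolic ribosomal proteins with 0.69, and the heat shock proteins and chaperones with 0.36 log2. With equal counts when adjusted over the list alone, except for 10 risen heat shock genes, these lists rest on the preset correlation. With an estimated correlation camera passed 0 of 43 lists, and 5 had an unadjusted p under 0.05.

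In opposite directions at the 2 times, 2 probe sets were called, LOC100254717 and LOC100255006. Without 1 array the number ran from 1 to 5, the highest without 6 h replicate 3, and it was 95 with no fold threshold.

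A signal also appeared in data outside the authors' deposited tables. Of 5965 probe sets that none of these tables lists, 301 were called at 6 h (96 rose and 205 fell) and 400 at 12 h (150 rose and 250 fell), by limma over all probe sets. They are dim, with a median of the mean log2 signals of 3.58 against 8.42 for the listed ones, and the deposited tables give them no gene title.

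The rise of the cytosolic ribosomal proteins from 6 h to 12 h was weighed against 3 technical explanations. The median of 0.690 log2 lay outside the middle 95% of 10000 random lists of equal brightness (−0.14 to 0.09), which argues against brightness. It was 0.695 over the 82 members with the suffix _at alone, which argues against the probe sets with other suffixes as its source. Cross-hybridization of the _at probe sets themselves was not tested. Normalization would move the 18 hybridization controls, added in equal amounts, with the probe sets of their level. Their levels ran from 8.80 to 14.54 log2, around the mean of the list of 10.60, and the highest of their changes was 0.0677 log2, which argues against the normalization as the whole cause. A candidate explanation is a later rise of the translation machinery after UV-C treatment. It was drawn from these same arrays and was not tested. Time of day and time since detachment stay open, as no untreated leaves were sampled at 6 h or 12 h.

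The range of fold changes among the 13 stilbene synthase probe sets may owe something to the limits of the signal. A ceiling on all members would make the change at 12 h fall with the control signal. Across the 13 probe sets, which are not independent replicates, the correlation was 0.507. Only 5 of the 13 signals at 12 h lay within 1 log2 unit of the brightest probe set. A ceiling on those alone need not give a negative correlation, so this test cannot decide on a ceiling. At the low end, the SD of the signals at 12 h was 2.58 times that of the control signals, and 9 of the 13 control signals lay near the lower quartile of the array. This ratio lies between the bounds set for the test, so a floor of the control signals and a true difference between the genes cannot be told apart here.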

How the results depend on the processing

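All alternatives reported here were planned. The stilbene synthases, the photosystem and the shikimate genes kept their direction and their call as lists at 6 h and 12 h under each alternative but 1, camera with an estimated correlation. No list and no named probe set reversed. Over all lists and alternatives, 77 calls were lost and 20 gained, and over all named probe sets 287 were lost and 276 gained.

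With no fold threshold the counts of called probe sets rose to 8686 at 6 h, 9673 at 12 h, 4719 between the times, 10828 at either time and 7436 at both times in 1 direction, because the threshold itself was taken away. Under all other alternatives these counts stayed within 1.5 times. Without 1 array they ran from 4238 to 4503 at 6 h, 5256 to 5309 at 12 h, 1054 to 1214 between the times, 5782 to 5894 at either time and 3719 to 3894 at both times in 1 direction. With a replicate block they were 4358, 5285 and 1118 for the 3 comparisons. With 1 array left out, the group of 2 is assumed to vary like the others.

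Camera with an estimated correlation passed 0 lists at 6 h, 0 at 12 h and 0 between the times, against 10, 16 and 11 with the preset correlation. At an unadjusted p under 0.05 it passed 2, 4 and 5. Leaving out _s_at, _x_at and _a_at probe sets gave 5 lists at 6 h and 10 at 12 h, and averaging probe sets of 1 annotation gave 5 at 6 h. Without _s_at, _x_at and _a_at probe sets, 1 GO term of Table 1 had a PAGE p under 0.01 in the paper's direction at both times, instead of 2. Apart from the smaller number of members in these settings, the cause was not tested. Without 1 array the lists numbered 10 to 11 at 6 h, 14 to 16 at 12 h and 11 to 12 between the times.

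Single arrays decided some weak list calls. MAP kinases at 12 h were lost without control replicate 3 (adjusted p = 0.0706), 6 h replicate 3 (0.0509) or 12 h replicate 1 (0.0549), and the highest of the alternatives with the preset correlation was 0.133. Carotenoid synthesis at 12 h was lost without control replicate 1 (0.0521) or 12 h replicate 2 (0.0637). Gained were chlorophyll synthesis at 6 h without control replicate 2 (0.0299), 6 h replicate 1 (0.0471) or 12 h replicate 3 (0.0468), cytosolic ribosomal proteins at 6 h without control replicate 3 (0.0299) or 6 h replicate 3 (0.0232), and ethylene synthesis at 6 h without control replicate 1 (0.0421). Over all alternatives these 3 ranged from 0.0299 to 0.589, 0.0232 to 0.834 and 0.0421 to 0.589. Between the times, antioxidant enzymes passed without 6 h replicate 2 (0.0449), 6 h replicate 3 (0.0485) or 12 h replicate 2 (0.0205), and ethylene response factors without control replicate 1 (0.0163). Vascular tissue markers at 12 h were lost without control replicate 1 (0.0602) or 2 (0.0553), 6 h replicate 3 (0.0509), or 12 h replicate 1 (0.0516) or 3 (0.0530). The cause was not tested.

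The correlation of the changes at 6 h and 12 h ran from 0.921 without 6 h replicate 2 to 0.931 without 12 h replicate 3, and was 0.924 without 12 h replicate 2. The cause was not tested. Thresholds, the SAM statistic, the ratio of linear means and the authors' deposited tables do not enter camera or this correlation and give no value for them. The paper's functional categories held 2939 called probe sets, and without 1 array 2765 to 2906.

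The signal of the array limits these results at both ends. The lower quartile of the control arrays lay at a log2 of 4.07 and the brightest probe set at 12 h at 14.90, so a fold change of a dim or a very bright probe set can be compressed.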

Differences from the paper's values

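The fold changes of the paper's tables and the values here are on 1 scale. Alternatives named in this part were set before the data were examined.

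For response to stress the PAGE Z value was 8.86 at 6 h against 6.6 in the paper, and none of the alternatives came within the paper's value. At 12 h it was 7.58 against the paper's 6.3, which was reached without control replicate 3, without 12 h replicate 2 and without 12 h replicate 3, and by none of the other alternatives. For response to biotic stimulus it was 1.08 against the paper's 5 at 6 h and 1.17 against the paper's 4.7 at 12 h, and none of the alternatives came within either. For photosynthesis it was −2.91 against the paper's −4.4 at 6 h and −5.35 against the paper's −7.5 at 12 h. With no fold threshold both photosynthesis values came within the paper's, and under the other alternatives neither did. The terms here hold fewer probe sets than in the paper, 10 against its 290 for response to stress, 3 against 73 for response to biotic stimulus and 24 against 81 for photosynthesis.

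In Table 2 the paper lists 1 cell fate probe set up-regulated only at 6 h, and here 0 was called by limma. It was called under the thresholds of the paper (unadjusted p under 0.05), without control replicate 1 and in the authors' deposited tables, and not under the other alternatives.

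The paper states that VvMYBPA1 was down-regulated at both times. Its values here were below the control by 2.67-fold and 3.14-fold without passing the test. It was called at both times in the authors' deposited tables and without control replicate 1, and at 12 h alone under the thresholds of the paper, without the dimmest probe sets, with the arrays centred on the hybridization controls and without 6 h replicate 1. The other PA branch genes of the paper, LAR2 and anthocyanidin reductase, fell at 12 h.

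For the thylakoid ascorbate peroxidases the paper states a significant increase at 6 h and 12 h. Both probe sets were called at 12 h. At 6 h, with 1.73-fold and 1.65-fold, both passed at an adjusted p under 0.05 but not at 2-fold, and were called only with no fold threshold. The stromal probe set, with 1.83-fold at 6 h and a rise of 2.70-fold at 12 h, was called at 6 h only with no fold threshold and with the arrays centred on their median.

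For VvMYB4 the paper's text gives a lower fold change than its Table 5, and the value here was 134-fold at 12 h. The range that the paper's text states for the stilbene synthases at the 2 times begins at the lowest value of 12 h, and at 6 h the lowest value here was 6.84-fold. In Additional file S6 the cysteine proteinase inhibitor carries its 6 h value at 12 h, and the value here was 2.48-fold. The text counts fewer metabolism genes up-regulated only at 12 h than Additional file S6, which lists 70, and all of these were called here.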

Other observations

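The test of the normalization was chosen after the result was seen, and the other tests in this part were planned. An AUX/IAA regulator (LOC100264878), which holds back the response to auxin, fell 7.83-fold (log2 −2.97 ± 0.25) at 6 h and 24.3-fold (log2 −4.60 ± 0.25) at 12 h. Xyloglucan endotransglucosylase/hydrolase 15 (LOC100255642), which loosens cell walls, fell 7.51-fold (log2 −2.91 ± 0.13) and 25.6-fold (log2 −4.68 ± 0.13), and a pectinesterase (LOC100250914) had 0.565-fold at 6 h and fell 5.99-fold (log2 −2.58 ± 0.23) at 12 h. Of 47 cell wall loosening and pectin enzymes, 31 fell and 4 rose at 6 h (31 and 5 when adjusted over the list alone, adjusted p = 0.00205 from camera, and over the alternatives from 8.02e-04 up to adjusted p = 0.589 with an estimated correlation), and 32 fell and 3 rose at 12 h (adjusted p = 5.56e-05 from camera, and over the alternatives from 2.34e-05 up to adjusted p = 0.390 with an estimated correlation). Among the risen at both times are a polygalacturonase inhibiting protein, which is no such enzyme, and a probe set (LOC100247119), singled out after the values were seen, that the annotation titles polygalacturonase and the paper rotamase cyclophilin. Of 26 auxin response genes, 16 fell and 4 rose at 6 h (adjusted p = 0.0204 from camera, and over the alternatives from 0.0174 up to adjusted p = 0.589 with an estimated correlation), and 17 fell and 4 rose at 12 h (adjusted p = 0.00174 from camera, and over the alternatives from 9.22e-04 up to adjusted p = 0.390 with an estimated correlation), also when adjusted over the list alone. The auxin call at 6 h was lost without _s_at, _x_at and _a_at probe sets (adjusted p = 0.122) and on averaging probe sets of 1 annotation (adjusted p = 0.136).

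The 50S ribosomal protein L21 (LOC100255002) fell 3.80-fold (log2 −1.93 ± 0.11) at 6 h and 5.97-fold (log2 −2.58 ± 0.11) at 12 h, and plastid-specific 50S ribosomal protein 5 (LOC100248273) 2.55-fold (log2 −1.35 ± 0.14) and 6.14-fold (log2 −2.62 ± 0.14). Of 31 plastid ribosomal proteins, 16 fell at 6 h (adjusted p = 0.00669 from camera, and over the alternatives from 0.00351 up to adjusted p = 0.589 with an estimated correlation) and 18 at 12 h (adjusted p = 0.00130 from camera, and over the alternatives from 9.45e-04 up to adjusted p = 0.504 with an estimated correlation), none rose, and the counts were equal when adjusted over the list alone. A blue-light receptor of the photolyase family (LOC100253809) fell 3.50-fold (log2 −1.81 ± 0.12) and 3.85-fold (log2 −1.94 ± 0.12). Whether it takes part in repair of UV lesions was not tested. Of 8 probe sets in the DNA repair list, 1 rose and 3 fell at each time, without a call of the list (adjusted p = 0.396 and 0.504 from camera). Among the 8 is a probe set that the paper names a plastocyanin. GIGANTEA (LOC100254197), an evening gene of the clock, rose 3.91-fold (log2 1.97 ± 0.18) and 4.00-fold (log2 2.00 ± 0.18). The bHLH factor MYC2, a regulator of jasmonate responses, had 0.919-fold at 6 h and fell 2.52-fold (log2 −1.33 ± 0.17) at 12 h. Vascular tissue markers passed as a list at 12 h, with 3 of 6 risen (adjusted p = 0.0462 from camera, and over the alternatives from 0.0279 up to adjusted p = 0.458 with an estimated correlation), and the call was lost in 11 of 18 alternatives with the preset correlation.

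The difference of the arrays after UV-C from the control arrays was weighed against 3 other explanations. Normalization moves all probe sets of 1 signal level alike, but among the calls at 12 h of 1 level the less frequent direction had a median share of 40.8% (23.5% to 49.3% over 17 levels with at least 20 calls), which argues against it as the whole cause. The 18 hybridization controls, added in equal amounts, were all higher than on the control arrays, by 0.08 to 0.32 log2 at 6 h and 0.01 to 0.32 at 12 h. A scaling shift of that size thus remains possible. For RNA degradation, the difference of 3′ and 5′ probe sets was taken for the transcripts of actin and glyceraldehyde-3-phosphate dehydrogenase. Its median change was −0.40 log2 at 12 h, while degradation would raise it by more than 0.5. For actin it changed by 0.09 at 6 h and −0.06 at 12 h, from 4.54 log2 on the control arrays. These changes give no sign of degradation for this transcript, but how far so large a difference could still rise was not tested. For the dehydrogenase it changed by −0.02 and −0.74, but the 5′ signal itself rose from 5.27 log2 in the control to 11.70 at 12 h. There, RNA integrity cannot be told apart from the level, so the median over both transcripts decides nothing. The number of arrays of untreated leaves at 6 h or 12 h was 0, so UV-C cannot be told apart from time since detachment, darkness and time of day.

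Each comparison has 10 splits of its 6 arrays into 3 and 3, too few for a share under 0.05, since the count of splits as large as the real one cannot be under 1. In limma fits of the 2 groups alone, the real split gave 4343 calls at 6 h and the highest other 1. The real split gave 5291 at 12 h and the highest other 0, and between the times 1145 and 0.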
